# Lactoferrin Deficiency Impairs Proliferation of Satellite Cells via Downregulating the ERK1/2 Signaling Pathway

**DOI:** 10.3390/ijms23137478

**Published:** 2022-07-05

**Authors:** Xiong Wang, Fan Liu, Qin An, Wenli Wang, Zhimei Cheng, Yunping Dai, Qingyong Meng, Yali Zhang

**Keywords:** lactoferrin, skeletal muscle, satellite cells, proliferation, *ERK1/2*

## Abstract

*Lactoferrin* (*Ltf*), a naturally active glycoprotein, possesses anti-inflammatory, anti-microbial, anti-tumor, and immunomodulatory activities. Many published studies have indicated that *Ltf* modulates the proliferation of stem cells. However, the role of *Ltf* in the proliferation of satellite cells, an important cell type in muscle regeneration, has not yet been reported. Here, by using *Ltf* systemic knockout mice, we illustrate the role of *Ltf* in skeletal muscle. Results shows that *Ltf* deficiency impaired proliferation of satellite cells (SCs) and the regenerative capability of skeletal muscle. Mechanistic studies showed that *ERK1/2* phosphorylation was significantly downregulated after *Ltf* deletion in SCs. Simultaneously, the cell cycle-related proteins *cyclin D* and *CDK4* were significantly downregulated. Intervention with exogenous recombinant lactoferrin (*R-Ltf*) at a concentration of 1000 μg/mL promoted proliferation of SCs. In addition, intraperitoneal injection of *Ltf* effectively ameliorated the skeletal muscle of mice injured by 1.2% BaCl_2_ solution. Our results suggest a protective effect of *Ltf* in the repair of skeletal muscle damage. *Ltf* holds promise as a novel therapeutic agent for skeletal muscle injuries.

## 1. Introduction

Lactoferrin (*Ltf*), an 80 kDa glycoprotein containing 700 amino acids, is found in exocrine fluids such as milk, saliva, tears, and bile [1,2]. *Ltf* exerts anti-inflammatory, anti-microbial, anti-tumor, and immunomodulatory activities in mammals [3,4,5,6]. Recent studies have focused on *Ltf* as a biologically active factor that regulates cell proliferation and differentiation. Kitakaze et al. [7] found that *Ltf* led to increased cell proliferation when C2C12 is exposed to *Ltf* for only the first day. Additionally, *Ltf* promotes C2C12 differentiation and myotube hypertrophy through the low-density lipoprotein receptor mediated *ERK1/2* signaling pathway. In bone generation, *Ltf* promotes osteoblast proliferation and inhibits osteoclast formation through the *ERK1/2* and *p38* signaling pathways [8]. Additionally, *Ltf* promotes hair growth in mice through the *ERK1/2/Akt* and *Wnt* signaling pathways and stimulates the proliferation of dermal papilla cells, which play a crucial role in regulating hair follicle growth and circulation [9]. In preadipocytes, *Ltf* knockout significantly reduced adipogenesis and downregulated genes related to adipogenesis [10,11]. *Ltf* appears to act as a growth factor to enhance the proliferation of normal cells, including osteoblasts, myoblasts, and human tenocytes. However, *Ltf* plays a detrimental role in cancer cell growth. Several molecular mechanisms underlying the anticancer effects of *Ltf* have been demonstrated, including regulation of the cell cycle, promotion of apoptosis, prevention of cell migration and invasion, and immunomodulation [12,13]. In conclusion, *Ltf* appears to have a wide range of biological functions. However, the effect of lactoferrin on proliferation of SCs and its mechanism of action remain unknown.

Muscle stem cells, termed satellite cells (SCs), are located between the sarcolemma and basal lamina in a quiescent state and are essential for skeletal muscle development and regeneration [14,15]. In skeletal muscles, following intense exercise or physical injury, SCs are mobilized through a highly coordinated process. After activation, the SCs begin to proliferate and differentiate into myoblasts. Subsequently, mononuclear myoblasts differentiate and fuse with pre-existing myofibers, promoting the formation of multinucleated myotubes and myofibers [16,17,18]. The proliferation and differentiation of myogenic cells continues during birth and development. Currently, modes of chemical or physical damage to skeletal muscle, such as cardiotoxin, bupivacaine, barium chloride, freezing, and extrusion, have been used [19,20]. Based on the operability and convenience of the experiment, we used a model of 1.2% BaCl_2_-induced skeletal muscle injury to clarify the functional role of *Ltf* in mice.

The *MAPK* signaling pathway plays a crucial role in the process of cell proliferation, differentiation, stress, inflammation, and apoptosis [21,22].

*MAPK* is divided into four subfamilies: *ERK1/2*, c-Jun N-terminal kinase (*JNK*), *p38 MAPK*, and *ERK5* [23]. There is abundant evidence that the activation of ERK cascades is involved in cell cycle regulation. The eukaryotic cell cycle consists of four phases: G1, S, G2, and M, which are mediated by cyclin-dependent kinases (*CDKs*) and their regulatory cyclin subunits [24]. Cyclins are positive regulators of *CDKs*. Cyclin D transcription is dependent on *ERK* activation and nuclear retention. Cells enter the S phase, and continuous *ERK* activation is essential for maintaining the level of *cyclin D1* in the G1 phase [25]. Studies have reported that *ERK1/2* is required for myoblast proliferation and is dispensable for muscle cell fusion [26]. Zhong et al. [27] reported that the *MEK-ERK1/2* pathway is involved in muscle proliferation.

In this study, by using *Ltf* systemic knockout mice, we illustrate the role of *Ltf* in skeletal muscle. We found that *Ltf*-knockout (*Ltf*-KO) mice had poorer skeletal muscle repair capacity in response to 1.2% BaCl_2_ injury compared to normal wild-type (WT) mice. The weakened repair ability of skeletal muscle in mice is mainly due to the reduction in proliferation of SCs caused by *Ltf* deletion via the *ERK1/2* signaling pathway.

## 2. Results

### 2.1. Ltf Deficiency Impairs Regenerative Capability of Skeletal Muscle

To determine the contribution of *Ltf* to skeletal muscle, we examined the expression profile of *Ltf* at different time points after BaCl_2_ injured tibialis anterior (TA) muscle in WT mice. The results showed that mRNA and protein levels of *Ltf* were dramatically upregulated at 1-day-post-injury (dpi) in BaCl_2_-injured TA muscle of WT mice (Figure 1A,B). We did not detect *Ltf* levels in the TA of *Ltf*-KO mice at 1 and 3 dpi (Figure 1A,B). Using immunofluorescence, we confirmed that *Ltf* was expressed at 1 dpi in the TA of WT mice (Figure 1C). Similarly, the expression of *Ltf* was not detected at 1 dpi in *Ltf*-KO mice.

Since *Ltf* was strongly upregulated after 1 dpi in BaCl_2_-injured TA muscle, this aroused great interest in exploring the role of *Ltf* in skeletal muscle. We found that *Ltf* deficiency did not affect the body weight or TA/body weight ratios in normal adult mice (Figure 1D). Additionally, the cross-sectional area (CSA) size and size distribution of TA muscles in normal adult mouse were not significantly different between WT and *Ltf*-KO mice (Figure 1E,F). Interestingly, loss of *Ltf* resulted in a significant delay in skeletal muscle repair after 5 days BaCl_2_ injury (Figure 1G). As shown in Figure 1H, the nuclear-centered muscle fiber area was significantly reduced in *Ltf*-KO mice compared to WT mice, and the number of fibers with a cross-sectional area of less than 400 μm^2^ increased significantly (Figure 1I). Moreover, compared with WT mice, the number of newly formed myofibers with two or more centralized nuclei in *Ltf*-KO mice was drastically reduced (Figure 1J). Calculation of myofiber size at 7 dpi also clearly demonstrated impaired muscle regeneration in *Ltf*-KO mice (Supplementary Figure S1A). The embryonic/developmental isoform of MyHC^+^ (eMyHC) fiber size of the TA muscle after 5 days of injury was markedly reduced in *Ltf*-KO mice compared to WT mice (Figure 1K,L). Furthermore, Masson staining showed that compared to WT mice, *Ltf*-KO mice produced more collagen after 14 days of TA muscle injury repair (Figure 1M). However, the average fiber area did not significantly different between *Ltf*-KO and WT mice after injury repair for 60 days (Supplementary Figure S1B). To further investigate the function of *Ltf* in skeletal muscle injury repair, we performed secondary injury to the TA muscle after the first round of TA injury repair for 60 days. After the secondary injury, muscle regeneration ability and the average area of new muscle fibers of *Ltf*-KO mice were significantly reduced (Figure 1N,O).

### 2.2. Deletion of Ltf Reduces Proliferative Capability of SCs

SCs play an important role in skeletal muscle growth and regeneration. We obtained quiescent SCs using flow cytometry and cultured them in vitro for 4 days. Cell proliferation was then assessed using EdU tracking, which showed that the number of Pax7^+^EdU^+^ SCs in *Ltf*-KO mice was significantly reduced by approximately 10% compared to that in WT controls (Figure 2A,B). Similarly, *Ltf* deletion significantly decreased the number of MyoD^+^Ki67^+^ cells relative to the WT controls (Figure 2C,D). Simultaneously, we isolated single muscle fibers from WT and *Ltf*-KO mice and cultured them for 48 and 72 h in vitro. The results showed that *Ltf* knockout led to a significant decrease in the number of MyoD^+^Ki67^+^ cells on single muscle fibers cultured for 48 (Figure 2E,F) and 72 h (Figure 2G,H). To explore whether *Ltf* affects the proliferation of SCs during skeletal muscle injury, we conducted a comprehensive analysis of the TA muscle after injury repair for 3 days. Cell tracking was performed using intraperitoneal injection of 50 mg/kg EdU at 2 h before the mice were euthanized. Compared with that in the WT mice, the number of EdU^+^ cells in the TA cross-section of *Ltf*-KO mice was significantly reduced by approximately 4% (Figure 2I,J). Consistent with these results, immunohistochemistry results showed that the number of Ki67^+^ cells in TA cross-sections of *Ltf*-KO mice was significantly reduced compared with that in WT mice (Figure 2K,L). In addition, we used MyoD to label myogenic cells and found that the loss of *Ltf* resulted in a significant reduction in the number of MyoD^+^Ki67^+^ cells (Figure 2M,N). Furthermore, relative to WT mice, the proportion of PAX7^+^ cells in the 5 dpi TA muscle of *Ltf*-KO mice was significantly reduced (Figure 2O,P).

### 2.3. Decreased Proliferation of SCs Caused by Ltf Deficiency Is Regulated by the ERK Signaling Pathway

To investigate the molecular mechanism by which *Ltf* regulates the proliferative capacity of SCs, we performed RNA sequencing analysis of SCs grown for 4 days in vitro. 

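RNA was sequenced from 3 libraries of WT SCs and 3 libraries of *Ltf*-KO SCs, all harvested after 4 days of growth. The paper states that the data were extracted and normalized by the manufacturer's protocol, and the authors deposited TPM values (transcript abundances) of 55416 genes in each library, with 2 decimals. TPM divides the reads of a gene by its length and scales every library to the same total, so the number of reads behind a value is unknown and differences in depth between libraries cannot be seen. The values summed to between 993650 and 994356 TPM per library. Genes at 1 TPM or more numbered 12828, 12868 and 12922 in the WT libraries and 12918, 12951 and 12887 in the *Ltf*-KO libraries. The targeted gene *Ltf* (ENSMUSG00000032496) was listed at 0.12, 0.02 and 0.02 TPM in the WT libraries and at 0.02, 0.03 and 0 TPM in the *Ltf*-KO libraries. It was thus near the floor in both genotypes, and its value does not tell the genotypes apart in these cultures. *Ltf*-KO was compared with WT on the log2(TPM + 1) scale with limma, with a trend of the variance on mean expression and no other covariate. The comparison covered the 12956 genes with a mean of at least 1 TPM over the 6 libraries, which leaves *Ltf* untested, and p-values were adjusted by the Benjamini-Hochberg method. On this scale the fold change of a gene with low TPM is understated. The Pearson correlation of log2(TPM + 1) across the tested genes, which are not independent replicates, was 0.973 to 0.978 for pairs of libraries of the same genotype and 0.972 to 0.977 for pairs of different genotypes.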

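The 490 genes at an unadjusted p under 0.05, in both directions together, were tested for over-representation by a one-sided hypergeometric test, with pathways and terms as annotated in the deposited table and with the tested genes that carry any annotation as background. The MAPK signaling pathway (mmu04010) held 217 tested genes, of which 9 were on the list. Chance would place 6.29 there, a 1.43-fold over-representation (exact hypergeometric p = 0.176, adjusted p = 1 over 320 pathways). The alternative that moved this value most kept only genes that also had an absolute log2 fold change of at least 1. It left 0 MAPK genes on the list. That list held 51 genes, of which few carry a pathway, so 0 was likely by chance and says nothing about the pathway. The term regulation of ERK1 and ERK2 cascade held 15 tested genes, of which 0 were on the list against 0.547 by chance (exact hypergeometric p = 1). Together with the terms for its positive and negative regulation, which the table lists separately, it held 124 tested genes, of which 4 were on the list against 4.52 by chance. This wider term was chosen after seeing the data. Without *Ltf*-KO replicate 2, the fold of the MAPK pathway was 0.778, and the fold of the ERK1 and ERK2 cascade term was 1.63 without *Ltf*-KO replicate 2 and 1.99 without WT replicate 2. Of all 320 pathways, 12 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. Of 4728 GO terms, these numbers were 80 and 0. Among the 10 GO terms with the smallest p was activation of MAPKK activity, named here after its values were seen, with 4 of 20 tested genes on the list against 0.729 by chance (exact hypergeometric p = 0.0053, adjusted p = 1). Among the 21 pathways and terms of Figure 3A and 3B with at least 5 tested genes, the PI3K-Akt signaling pathway had the smallest p, with 14 genes on the list against 6.32 by chance (exact hypergeometric p = 0.00394, adjusted p = 0.63). With one library left out it held 8 to 20 genes on the list, with 8 (exact hypergeometric p = 0.516) without *Ltf*-KO replicate 2, 8 (p = 0.237, exact) without WT replicate 2, 9 (p = 0.219, exact) without WT replicate 1 and 20 (p = 0.0011, exact) without *Ltf*-KO replicate 3, and its adjusted p ranged from 0.0867 to 1 over the alternatives run. Of the 8 MAPK pathway genes with the lowest p-values, *Arrb2* and *Grb2* were lower in *Ltf*-KO SCs and *Fgf2*, *Map3k4*, *Pdgfrb*, *Igf1r*, *Angpt1* and *Egfr* were higher. *Grb2*, an adaptor between receptors and the RAS-ERK cascade on chromosome 11 of GRCm38 from 115644045 to 115708597, was at 86.4 ± 3.39 TPM (SD, n = 3) in WT and 76.7 ± 1.44 TPM (SD, n = 3) in *Ltf*-KO SCs, a log2 fold change of -0.17 (standard error 0.043, limma adjusted p = 0.999). *Fgf2*, on chromosome 3 from 37348346 to 37410108, was at 4.47 ± 0.523 TPM (SD, n = 3) in WT and 7.54 ± 1.84 TPM (SD, n = 3) in *Ltf*-KO SCs, a log2 fold change of 0.63 (standard error 0.16, limma adjusted p = 0.999). From its own enrichment analysis, the paper states that its differential genes were enriched in this pathway (Figure 3A,B).

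**Figure D1:**
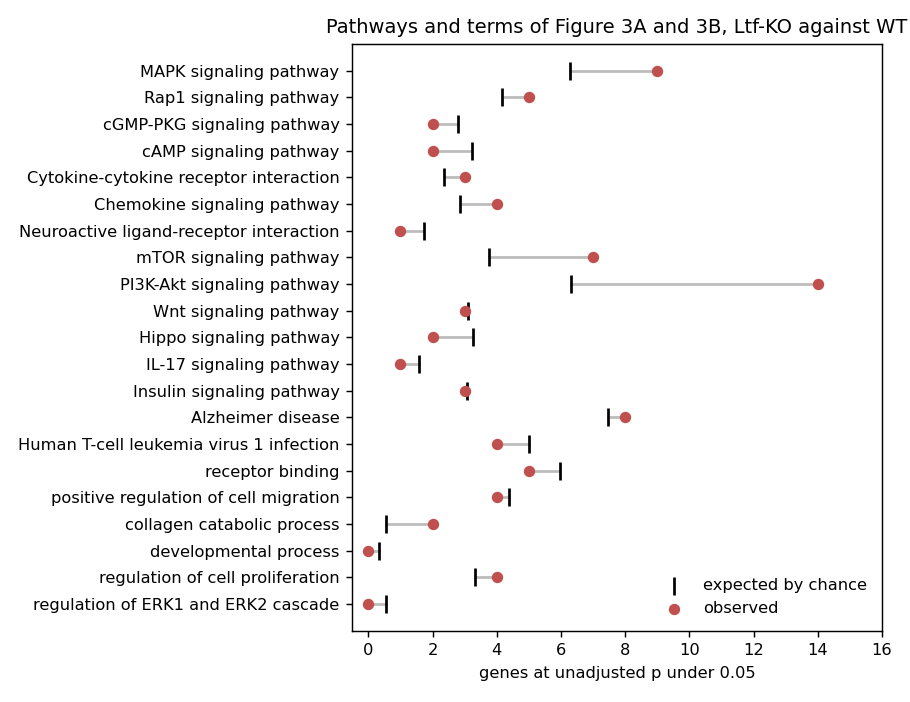
Number of genes at an unadjusted p under 0.05 (horizontal axis), as red points, and the number expected by chance, as black bars. Shown are the 21 pathways and terms of Figure 3A and 3B with at least 5 tested genes. The MAPK signaling pathway holds 9 genes against 6.29, and the ERK1 and ERK2 cascade term holds 0 against 0.547.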

Using Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) enrichment analysis, we found that differential genes were enriched in the *MAPK*-*ERK1/2* signaling pathway (Figure 3A,B). We performed RT-PCR of SCs cultured for 4 days in vitro and found that cell cycle-related genes, such as those for *cyclin D1*, *cyclin D2*, and *cyclin A*, were significantly downregulated after *Ltf* deletion and *Ltf* deletion led to upregulation of *p21* (Figure 3C). In addition, Western blotting results showed that *p-ERK*, *cyclin D*, and CDK4 protein levels were significantly downregulated after *Ltf* deletion (Figure 3D).

### 2.4. R-Ltf Promotes Damage Repair of Skeletal Muscle

To investigate the effect of exogenous addition of *R-Ltf* on SCs proliferation, we used a concentration gradient of R-*Ltf* to treat in vitro cultured SCs. We found that at a concentration of 1000 μg/mL, *R-Ltf* better promoted the proliferation of SCs at 1, 2, and even 3 days (Figure 4A–C). In addition, compared to the control group, the number of EdU^+^ cells increased by approximately 25% after 1000 μg/mL *R-Ltf* intervention for 3 days (Figure 4D,E). Similarly, 1000 μg/mL *R-Ltf* treatment of SCs increased the number of MyOD^+^Ki67^+^ cells relative to that in the control group (Figure 4F,G). In vivo, we administered 100 mg/kg dose of *R-Ltf* to TA muscle-injured mice via intraperitoneal injection for 3 consecutive days. The results showed that *R-Ltf* effectively increased the number of EdU^+^ cells in the TA muscle repaired for 3 days (Figure 4H,I). In addition, we analyzed the cross-sectional area of the 5-day TA muscle after injury repair. Compared with the control group, the CSA of the TA muscle fibers in the *R-Ltf*-treated group was larger (Figure 4J,K). Similarly, the proportion of new myotubes with ≥ 2 nuclei in the TA muscle of the R-*Ltf*-treated group was significantly higher than that in the control group (Figure 4L). In addition, the area of eMyHC^+^ positive new myotubes in the R-*Ltf*-treated group was significantly larger than that in the control group (Figure 4M,N). *R-Ltf* treatment effectively reduced collagen fiber production in the TA muscle for 14 days after repair relative to that in the control group (Figure 4O).

## 3. Discussion

The anti-inflammatory, anti-tumor, and antibacterial properties of exogenous *Ltf* have been widely reported [28,29]. Recently, an increasing number of studies have focused on the functional role of *Ltf* in cell proliferation and biological tissue regeneration. Studies have shown that *Ltf* promotes osteoblast [30], hair [9], and intestinal cell [31] proliferation. In addition, *Ltf* significantly increased the proportion of wound re-epithelialization during skin burn healing [32]. Some studies have reported that *Ltf* deficiency in mice promotes metastasis of melanoma cells to the lung by downregulating the TLR9 signaling pathway to recruit bone marrow-derived suppressor cells [33]. Studies have shown that *Ltf* is necessary for the early stage of mouse B-cell development, and that the absence of *Ltf* provides a less favorable microenvironment for early B-cell development [34]. These studies suggest that *Ltf* acts as a growth factor to regulate the growth of various cells directly or indirectly, thereby participating in the regeneration of biological tissues. However, the function of *Ltf* in skeletal muscles remains unknown. We found that *Ltf* levels were drastically upregulated at 1 day after BaCl_2_ injury to the TA muscle. The immunofluorescence results also proved that *Ltf* was expressed in the TA muscle 1 day after BaCl_2_ injury to the TA muscle. This aroused our interest in exploring the role *Ltf* plays in skeletal muscles. Therefore, we constructed *Ltf* systemic knockout mice to investigate the role of *Ltf* in skeletal muscle regeneration.

Muscle injury repair includes three sequential and programmed processes: (1) the inflammatory response; (2) SC activation, proliferation, differentiation, and fusion; and (3) muscle fiber maturation and remodeling of new muscle fibers [35,36,37]. Pathological analysis showed that *Ltf* knockout delayed the repair of damaged skeletal muscle, manifested as a smaller area of new muscle fibers and more collagen fiber formation compared to WT control mice. Skeletal muscle injury repair and regeneration involve an important group of cells, known as SCs, located between the basement membrane and sarcolemma [38,39]. Numerous cell types proliferate at 3 days after injury repair and involved in regeneration [40]. We found that compared with WT mice, the proportion of proliferating cells in the 3-day-repaired TA in *Ltf*-KO mice was significantly reduced. To confirm whether the myogenic cell population showed decreased proliferation, we used MyoD to label myogenic cells. We found that the proportion of MyoD^+^ Ki67^+^ double-positive cells in the 3-day-repaired TA tissue of *Ltf*-KO mice was significantly reduced relative to that in WT mice (Figure 2M,N). In addition, our in vitro experiments with SCs (Figure 2C,D) and isolated single muscle fibers (Figure 2E–H) also showed that the proportion of MyoD^+^ Ki67^+^ double-positive cells was significantly reduced after *Ltf* depletion compared to that in the WT control. Thus, the lack of *Ltf* impairs the proliferation of SCs and delays the injury repair in skeletal muscle of *Ltf*-KO mice.

We next examined how the loss of *Ltf* mediates the reduction in the proliferative capacity of SCs. The involvement of *Ltf* in regulating of cell proliferation has been widely reported. *Ltf* acts as a positive regulator of normal cell proliferation while exerting an inhibitory effect on cancer cells [13,41]. It is well-known that the *ERK* signaling pathway is involved in the regulation of cell proliferation. Evidence suggests that *ERK* pathway activation promotes cell cycle entry from G1 to S phase by inducing of *cyclin D* and assembly of *cyclin D*–*CDK4* complexes [42,43,44]. Sustained *ERK* activation is critical for maintaining *cyclin D* levels in the G1 phase for cells to enter the S phase [45]. Many studies confirmed that the *ERK1/2* signaling pathway plays an important role in regulating the proliferation of SCs and myoblasts [26,27,46]. Additionally, *Ltf* partially affects C2C12 cell proliferation and differentiation through the *Lrp1* receptor-mediated *ERK1/2* signaling pathway [7]. Studies have reported that *Ltf* plays an important role in bone [47], hair [9] and skin regeneration [40], which is mainly achieved by mediating the *ERK* signaling pathway. Certainly, *Ltf* mediates the regulation of cell proliferation through other signaling pathways. Studies have reported that *Ltf* mediates osteoblast proliferation through the LRP1-independent *p38* signaling pathway [8,48]. In addition, Liu et al. [49] showed that bovine-*Ltf* promotes human intestinal epithelial cell proliferation by activating the *PI3K/Akt* signaling pathway. 

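Sets of genes were also tested as a whole in the SCs grown for 4 days, without a threshold on single genes, by limma's camera test with a preset correlation of 0.01 between genes. The median log2 fold change of all tested genes was 0.011, slightly above 0. The 217 tested genes of the MAPK signaling pathway had a mean log2 fold change of 0.032, with 143 of them higher in *Ltf*-KO SCs (camera adjusted p = 0.214 over 13 lists). Leaving out *Ltf*-KO replicate 3 brought this adjusted p to 0.0482, with a mean of 0.052, and over the alternatives run it ranged from 0.0482 to 0.895. The 10 transcripts of a list of ERK output, which ERK activity raises (such as *Dusp6*, *Spry2* and *Etv4*), had a mean log2 fold change of 0.022 (camera adjusted p = 0.756), and of -0.017 without *Ltf*-KO replicate 2. The S-phase list of 43 genes had a mean of -0.0068 (camera adjusted p = 0.123), and the G2/M list of 51 genes had a mean of -0.0071 (camera adjusted p = 0.214). Without WT replicate 1 these means were 0.021 and 0.016, and without WT replicate 3 they were -0.029 and -0.0405, with camera adjusted p-values of 0.00093 and 0.00026. Over the alternatives run, these adjusted p-values ranged from 0.00093 to 0.941 and from 0.00026 to 0.895. None of these 4 lists had a p under 0.05 by fry or by camera with an estimated correlation. Of these 4 lists, 0 members had a limma adjusted p under 0.05, over all genes or adjusted over the list alone, and 9, 0, 1 and 1 had an unadjusted p under 0.05. Averaged per library, each of the lists overlapped between genotypes, with two-sided exact permutation p-values of 0.3, 0.7, 0.8 and 0.9, where 0.1 is the smallest that 3 libraries against 3 allow. *Mapk3*, which encodes ERK1, was at 83.04 ± 3.36 TPM (SD, n = 3) in WT and 84.9 ± 4.41 TPM (SD, n = 3) in *Ltf*-KO SCs. This difference was smaller than the spread between replicates, and it changed sign without *Ltf*-KO replicate 2 (a log2 fold change of -0.0032) and without WT replicate 1 (-0.0018). These are RNA levels and do not measure phosphorylation of ERK1/2.

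**Figure D2:**
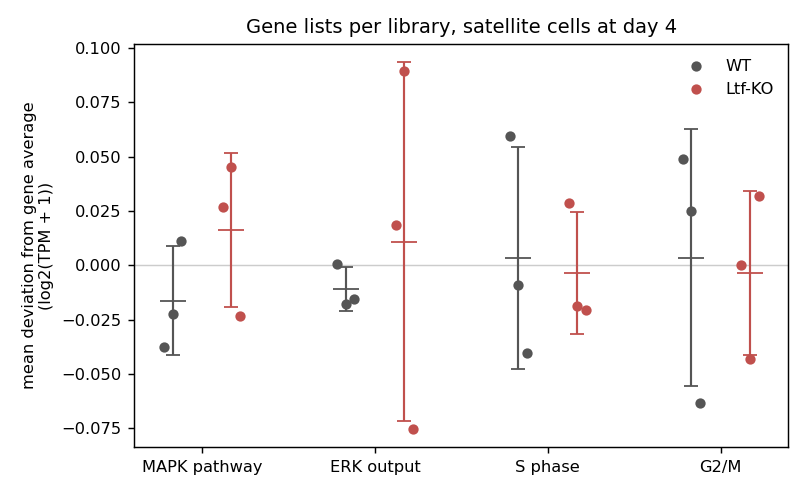
Mean deviation of each list's genes from their average over the 6 libraries, in log2(TPM + 1) (vertical axis), for each WT library (grey) and *Ltf*-KO library (red), with the mean and SD of each genotype. The genotypes overlap in all 4 lists, and the ERK output list spans -0.075 to 0.089 within *Ltf*-KO alone.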

We performed KEGG and GO enrichment analyses on RNA-seq and found that differentially expressed genes were enriched in the *ERK* pathway. Analysis of SCs obtained using flow sorting for 4 days, and the results showed that *Ltf* knockout significantly downregulated the protein levels of *p-ERK1/2*, *cyclin D* and *CDK4* (Figure 3D). Moreover, we also detected the phosphorylation levels of *AKT, JNK* and *p38* showed no significant changes after *Ltf deletion* (Supplementary Figure S2). Thus, the reduction in the proliferation capacity of SCs caused by *Ltf* deficiency is regulated by the *ERK1/2* signaling pathway, at least in part.

As *Ltf* plays a key role in maintaining the proliferation of SCs, we explored whether exogenous *Ltf* intervention could act as a functional factor to regulate the proliferation of SCs and help repair skeletal muscle damage. To verify the effect of *Ltf* on the proliferation ability of SCs, we treated the SCs with various concentrations of exogenous *R-Ltf*. It has been reported that exogenous *Ltf* promotes the proliferation of C2C12 cells and myogenic differentiation, thereby promoting myotube hypertrophy [7]. Zhang et al. [50] showed that *Ltf* promoted human tenocyte proliferation and collagen synthesis at a concentration of 100 µg/mL. Similar to previously published literature, our in vitro results showed that *R-Ltf* at 1000 μg/mL promoted SC proliferation compared with control (Figure 4A-C). In addition, 100 mg/kg *R-Ltf* effectively alleviated BaCl_2_ injury in the TA muscles of WT mice. Compared to the control group, intraperitoneal injection of *R-Ltf* for 3 days significantly increased the number of EdU^+^ cells (Figure 4H,I). Moreover, histopathological image analysis of TA also showed that intraperitoneal injection of *R-Ltf* helped repair damaged skeletal muscles. The area of new muscle fibers (Figure 4J,M) in the intraperitoneal injection of *R-Ltf* treatment group was larger, and the formation of collagen fibers (Figure 4O) was lower than that in the control group. Whether *Ltf* is an effector molecule to regulate the proliferation of SCs requires further analysis.

In conclusion, *Ltf* may act as a functional factor that maintains the proliferation of SCs. *Ltf* depletion impaired the proliferation of SCs by downregulating *ERK1/2* signaling. In addition, intraperitoneal injection of *R-Ltf* effectively helped in the repair and renewal of skeletal muscle after injury, providing evidence for the development of a therapeutic approach in medical and biological applications.

## 4. Materials and Methods

### 4.1. Materials

Recombinant lactoferrin (purity ≥ 99%) was donated by Professor Dai Yunping’s laboratory at the Life Science Center of the China Agricultural University. Collagenase I (Cat. No:C6885), collagenase II (Cat. No:C0130), and b chloride (BaCl_2_) powder were purchased from Sigma-Aldrich (St. Louis, MO, USA). Dispase II (Cat. No:04942078001) was purchased from Roche (Basel, Switzerland). Dulbecco’s Modified Eagle Medium (DMEM) (Cat. No:11965118), Ham’s F10 medium (Cat. No:11550043), fetal bovine serum (FBS) (Cat. No:10091-148), horse serum (Cat. No:26050088), trypsin-EDTA (0.25%) (Cat. No:25200072), penicillin-streptomycin (10,000 U/mL) (Cat. No:15140163), and Dulbecco’s phosphate-buffered saline (DPBS) (Cat. No:14190144) were purchased from Gibco (Grand Island, NY, USA). Chicken embryo extract (Cat. No:100-163P) was purchased from GeminiBio (West Sacramento, CA, USA). Recombinant human fibroblast growth factor (FGF) (Cat. No:13256-029) was purchased from Invitrogen (Carlsbad, CA, USA). CCK-8 Kit was purchased from LABLEAD (Beijing, China).

### 4.2. Generation of Ltf Knockout Mice

The *Ltf* gene is located on the positive strand of chromosome 9, with a total length of approximately 23.5 kb. 

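In the GENCODE M21 annotation of GRCm38, *Ltf* (ENSMUSG00000032496) is a protein-coding gene on the plus strand of chromosome 9, from 111019271 to 111042767, a length of 23497 bp. Its main transcript, Ltf-201, has 17 exons and 2121 coding bases, and its start codon lies in exon 1.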

To evaluate the functional role of *Ltf* in skeletal muscle, exon 2–8 fragments of the gene were knocked out in C57/BL6N mouse zygotes using CRISPR-Cas9 technology to generate a systemic *Ltf* knockout model. 

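In Ltf-201, exon 2 spans 111020847 to 111021007 on chromosome 9 of GRCm38, exon 3 starts at 111021926, exon 8 ends at 111025172 and exon 9 starts at 111025975. Intron 2 is 918 bp long and intron 8 is 802 bp long. A deletion with its ends in these introns removes between 3247 and 4967 bp and takes out exons 3 to 8, while exon 2 stays. The paper's supplement names exons 3-8 as deleted, and its main text names exons 2-8. These 6 exons hold 850 coding bases, which is not a multiple of 3, so a transcript that joins exon 2 to exon 9 has a shifted reading frame. Ltf-201 has 11 exons outside the deletion.

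**Figure D3:**
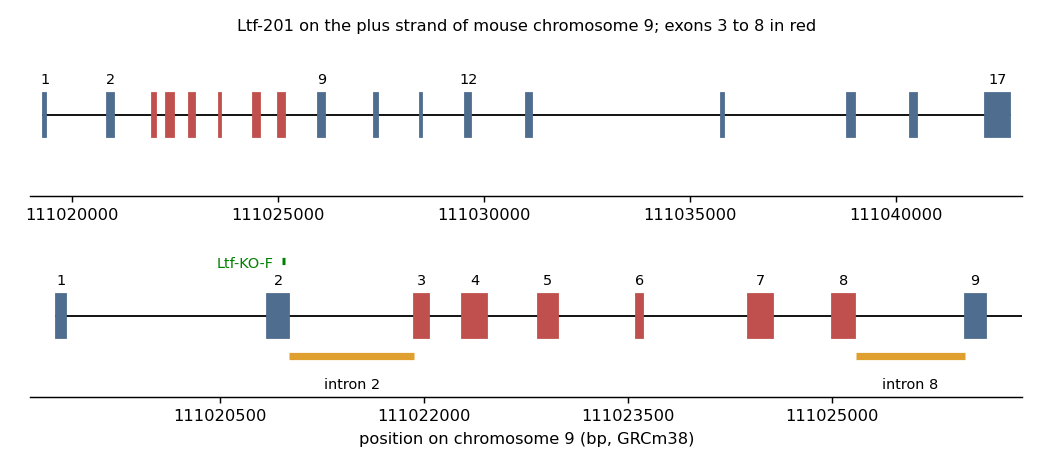
Exons of Ltf-201 as boxes along chromosome 9 (bp, GRCm38), for the whole gene above and for exons 1 to 9 below, with exons 3 to 8 in red, introns 2 and 8 as orange bars and the Ltf-KO-F primer in green. Exons 3 to 8 lie between introns 2 and 8, and the primer lies in exon 2, outside the deletion.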

Single-guide RNA sequences were designed in Introns 2 and 8, resulting in a genome deletion of approximately 4 kb, to knock out the *Ltf* gene. The specific gene-targeting strategies and single-guide RNA sequences are shown in Supplementary Figure S3A and Supplementary Table S1. The mouse tail genome was subjected to PCR using the primers listed in Supplementary Table S2, and the agarose gel results of the products are shown in Supplementary Figure S3B.

### 4.3. Tibialis Anterior Muscle Injury

All animal experiments were performed according to the Animal Care and Use Committee and guidelines for animal experiments at China Agricultural University (Aw02602202-3-1, 24 February 2020). All animals were kept in a temperature- and humidity-controlled facility (20 ± 2 °C and 50% relative humidity, with a 12 h light/dark cycle, ammonia concentration less than 20 ppm, air velocity 10–25 cm/s, the number of air change 10–15 times per hour) with free access to water and a chow diet. The mice used in the experiments were all 8–10 weeks old, unless otherwise specified.

The mouse TA muscle was injured as described previously [51]. Briefly, after the mice were anesthetized with an anesthesia machine, 75 μL of sterile 1.2% BaCl_2_ solution was injected into the center of the TA muscle at a fixed point, and the samples were collected at the various time points for analysis.

### 4.4. SCs Isolation and Culture

WT and *Ltf*-KO mice were euthanized, and the skin was disinfected with 75% alcohol. The mouse skin was cut using sterile scissors to fully expose the leg muscles. Using additional sterile scissors and forceps, the hind leg muscles were completely removed and placed in sterile ice-cold DMEM. The tissue was cut into as many pieces as possible. The minced tissue was digested with collagenase II (500 U/mL) in DMEM containing 1% penicillin–streptomycin at 37 °C on a horizontal shaker for 40 min. The digested cell tissue suspension was collected using centrifugation at 1500× *g*, 5 min, 4 °C and washed with ice-cold DPBS. Further digestion was performed with collagenase II (200 U/mL) and dispase II (2.4 U/mL) at 37 °C on a horizontal shaker for 30 min. Single cells were obtained by filtering the digested cell suspension through a 40 µm nylon cell strainer and washed twice with ice-cold sterile DPBS. Single cells were stained with CD31-PE/Cy7 (clone 390; BioLegend, San Digeo, CA, USA), CD45-FITC (clone 30-F11; BD Biosciences, Franklin Lakes, NJ, USA), Sca1-PerCp (clone D7; eBioscience, San Digeo, CA, USA), and α-integrin-7-APC (clone R2F2; AbLab, Vancouver, Canada) on ice for 1 h in the dark. SCs were sorted using a Beckman cell sorter equipped with lasers (Brea, CA, USA). Sca1^−^/CD11b^−^/CD34^+^/α7-integrin^+^ SCs were collected into sterile tubes containing 500 μL of DMEM supplemented with 20% fetal bovine serum, 1% chicken embryo extract, 10 ng/mL basic fibroblast growth factor, and 1% penicillin–streptomycin at 4 °C. For growth, sorted cells were placed on 10% Matrigel-pre-coated (BD Biosciences) cell culture plates at 37 °C in a 5% CO_2_ atmosphere.

### 4.5. Myofiber Isolation and Culture

The mice were euthanized, and the skin was disinfected with 75% alcohol. Mouse skin was cut with sterile scissors to fully expose the leg muscles, and the cervical membrane was removed. The TA and extensor digitorum longus (EDL) were completely separated by gently sliding the tendon using ophthalmic surgical forceps and cutting at the base of the tendon with a scalpel. The tendon was gently picked up with tweezers and cut at the muscle below the knee joint to avoid stretching the muscle. Finally, TA and EDL were separated using tweezers and placed in ice-cold DMEM for later use. The separated EDL was digested in 0.2% collagenase Ⅰ in serum-free DMEM at 37 °C on a horizontal shaker for 1 h. For suspension culture, single myofibers were grown on plates pre-coated with horse serum. For growth, single myofibers were cultured in DMEM supplemented with 10% horse serum, 1% chicken embryo extract, and 1% penicillin–streptomycin. Single myofibers were cultured at 37 °C, 5% CO_2_ atmosphere for 48 or 72 h.

### 4.6. Cell Proliferation Assay

In vivo cell and SC proliferation assays were evaluated using the Click-iT EdU Cell Proliferation Assay Kit (Invitrogen). To assess in vivo cell proliferation, 50 mg/kg body weight EdU was injected intraperitoneally for 2 h prior to harvesting the regenerating TA muscles from WT and *Ltf*-KO mice at 3 days post-injury. For SC proliferation assay, 2.5 × 10^4^ SCs were seeded into 10% Matrigel-pre-coated 24-well cell culture plates and incubated at 37 °C in a 5% CO_2_ atmosphere for 4 days. For the *R-Ltf* intervention experiment, 1000 µg/mL *R-Ltf* was added and incubated with the cells for 3 days after the SCs adhered for 24 h. SCs were tracked with 10 mM EdU for 2 h before harvesting. The old cell culture medium was discarded, and the cells were washed twice with DPBS and fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature. An EdU test was performed according to the manufacturer’s instructions.

### 4.7. Histological and Morphometric Analysis

To assess the morphology and regeneration of the injured TA muscle, the 5-day TA-injured muscle was collected and fixed in 4% paraformaldehyde, followed by procedural dehydration and paraffin embedding. The processed paraffin tissue blocks were sectioned at a thickness of 5 μm using a Leica microtome (Wetzlar, Germany). Paraffin sections were deparaffinized programmatically and stained using the H&E staining kit. The cross-sectional area of the hematoxylin-eosin-stained TA muscle was calculated using ImageJ software (NIH, Bethesda, MD, USA).

### 4.8. qRT-PCR Analysis

Total RNA was extracted from TA muscle and SCs using TRIzol reagent (Invitrogen, Life Technologies) and purified using the UNIQ-10 Column Total RNA kit (BBI Life Science, Shanghai, China) according to the manufacturer’s standards. The RNA concentration was determined by measuring the A260/A280 and A260/A230 ratios using a BioDrop μLITE (BioDrop, Cambridge, UK). Total RNA (1 μg, 10 μL) was reverse-transcribed using an M-MuLV cDNA Synthesis Kit (BBI Life Science, Shanghai, China). qRT-PCR was performed using 2× SG Fast qPCR Master Mix (BBI Life Science, Shanghai, China). RT-PCR amplification conditions included denaturation at 95 °C for 2 s, annealing at 60 °C for 25 s, and extension for 30 s at 72 °C. Relative quantification of the target gene were calculated using the 2^−∆∆CT^ method, with reference to the control diet group, with GAPDH as a control. The sequencing primers used in this study are listed in Table 1.

### 4.9. RNA Sequencing

SCs obtained by flow sorting were seeded in 6-well cell culture plates at a density of 2.5 × 10^5^. After 4 days of growth, the cells were harvested, treated with 1 mL Trizol, snap-frozen in liquid nitrogen, and transported to Gene Denovo Biotechnology Co (Guangzhou, China). Data were extracted and normalized according to the manufacturer’s protocol. The RNA-seq raw expression files and details have been deposited in the NCBI GEO under accession number GSE205136. 

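Of the 12956 genes tested, 490 had an unadjusted p under 0.05, 230 of them lower and 260 higher in *Ltf*-KO SCs. An even spread of p-values would place 647.8 genes under this threshold. After Benjamini-Hochberg adjustment of the limma p-values, 0 genes had an adjusted p under 0.05. The smallest adjusted p from limma was 0.181, for Gm5776 (ENSMUSG00000099647), which was singled out after its values were seen. Gm5776 is a processed pseudogene on chromosome 7 of GRCm38, from 54412158 to 54412478, so its value is uncertain where reads also match the gene it was copied from. It was at 27.9 ± 2.06 TPM (SD, n = 3) in WT and at 16.2 ± 0.196 TPM (SD, n = 3) in *Ltf*-KO SCs. Without WT replicate 2 its adjusted p was 0.0455, within a range of 0.0455 to 0.9997 over the alternatives run. The number of genes at an adjusted p under 0.05 was then 6, and ranged from 0 to 6 with any one library left out. The WT and *Ltf*-KO libraries did not overlap for 1096 of the tested genes, a share of 8.46%, where chance gives 10% for 3 libraries against 3. The absolute log2 fold change was at least 1 for 51 of the 490 genes. In simulated data with the spread of these libraries, a 2-fold change was recovered at an adjusted p under 0.05 for 95% of 200 changed genes with a mean of at least 50 TPM, and for 74% of 200 changed genes with a mean of at least 1 TPM. Changes of 1.5-fold were recovered for 85.5% and 44.5% of such genes. The simulated genes varied independently of each other, and 200 were changed at once. These shares may not hold where genes vary together or where few genes change. The filter moved the count at an unadjusted p most. With every gene above 0 TPM in any library tested, 890 genes had an unadjusted p under 0.05. Many more genes were then tested, since WT replicate 3 alone had 21184 above 0 TPM. An even spread of p-values would place more than 890 genes there too.

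**Figure D4:**
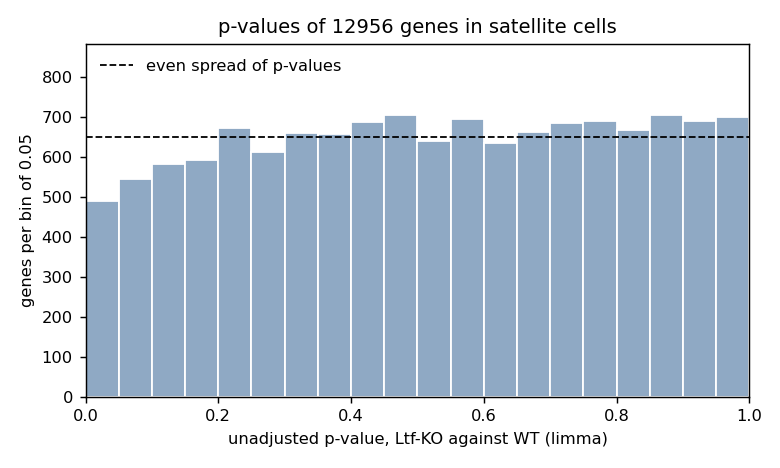
Number of genes (vertical axis) in each bin of 0.05 of the unadjusted limma p-value (horizontal axis) for *Ltf*-KO against WT SCs over 12956 genes, with the dashed line at an even spread of 647.8 genes per bin. The lowest bin holds 490 genes, below the line.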

Log-fold changes in up/downregulated genes in *Ltf*-KO mice were selected with a significance threshold of *p* < 0.05. Gene ontology (GO) and KEGG pathway enrichment analyses of differentially expressed genes were performed using R based on the hypergeometric distribution.

### 4.10. Western Blotting

Proteins were extracted with RIPA lysis buffer (Cell Signaling Technology, Danvers, MA, USA, Cat. No:9806) supplemented with protease inhibitor (Beyotime Biotechnology, Jiangsu, China, Cat. No:ST507) and phosphatase inhibitor (Roche, Basel, Switzerland, Cat. No:4906845001). Protein samples and the loading buffer were mixed at a ratio of 4:1 and boiled for 10 min. After separation by SDS-PAGE (8–10%), the protein strip was transferred to a nitrocellulose membrane. The membranes were blocked using 5% non-fat milk powder in Tris-buffered saline and Tween (TBST) and incubated with primary antibodies at the indicated dilutions overnight at 4 °C. The following antibodies were purchased from Cell Signaling Technology (Danvers, MA, USA): anti-*p-ERK1/2* (Cell Signaling Technology, Cat. No:4370), anti-*ERK1/2* (Cell Signaling Technology, Cat. No:4695), anti-*cyclin D1* (Cell Signaling Technology, Cat. No:2978), anti-*CDK4* (Cell Signaling Technology, Cat. No:12790), and anti-*β-tubulin* (Cell Signaling Technology, Cat. No:2146). After washing three times with TBST buffer, the membrane was incubated for 1 h with horseradish peroxidase-conjugated anti-rabbit IgG (Cell Signaling Technology, Cat. No:7074) or anti-rabbit IgG (Cell Signaling Technology, Cat. No:91196) secondary antibody. Protein bands were detected using enhanced chemiluminescence reagent, and densitometry was performed using the ImageJ software. The band intensity of each target protein was normalized to that of β-tubulin.

### 4.11. Immunofluorescence and Immunohistochemistry

For immunostaining analysis, paraffin sections were deparaffinized programmatically, and antigen retrieval was performed on deparaffinized sections using an improved citrate antigen retrieval solution (Beyotime Biotechnology, Jiangsu, China, Cat. No: P0083) at high temperature and pressure (timed for 10 min after the pressure cooker was pressed). Paraffin sections, 4% paraformaldehyde-fixed single myofibers, and cultured SCs were washed with DPBS and permeabilized with 0.5% Triton X-100 for 15 min at room temperature. The samples were blocked with an immune-blocking solution at room temperature for 1 h and then incubated with primary antibodies at 4 °C overnight. The samples were washed four times with DPBS and incubated with secondary antibodies for 1 h at room temperature. DAPI (Sigma, St. Louis, MO, USA, Cat. No: D9542) staining was used to detect the nuclei. The following primary antibodies were used: rabbit anti-Ki67 (Invitrogen, Cat. No:PA5-114437), mouse anti-Pax7 (Developmental Studies Hybridoma Bank, Iowa City, IA, USA; Cat. No: AB_528428), mouse anti-MyoD (Santa Cruz Biotechnology, Dallas, TX, USA; Cat. No:sc-32758), mouse anti-embryonic myosin heavy chain BF-45/F1.652 (Developmental Studies Hybridoma Bank, Cat. No: AB_528358), and rabbit anti-laminin (Sigma, St. Louis, MO, USA, Cat. No: L9393).

### 4.12. CCK-8 Assay

SCs obtained using flow sorting were seeded in 96-well cell culture plates at a density of 2 × 10^3^. After the cells had adhered for 24 h, different concentrations of *R-Ltf* (configured with DMEM containing 0.5% BSA) were added, and the cells were incubated for 1, 2, and 3 days, 0.5% BSA as a control group (Ctl). Detection was conducted in strict accordance with the instructions of the CCK-8 kit. Finally, the absorbance was read using a microplate reader at a wavelength of 450 nm.

### 4.13. Intraperitoneal Injection of R-Ltf in Intervention of BaCl_2_ Injury to TA

Ten-week-old adult WT mice were TA injured, as described in Section 4.3. A 100 mg/kg dose of *R-Ltf* (configured with saline containing 0.5% BSA) was intraperitoneally injected, and the control group was intraperitoneally injected with the same volume saline containing 0.5% BSA (Ctl). TA muscle samples were collected for analysis after continuous injection for 3, 5, or 14 days.

### 4.14. Statistical Analysis

Results are presented as the mean ± standard deviation. Statistical significance was determined using one-way analysis of variance followed by Tukey’s multiple comparison test using SPSS version 19.0 (SPSS, Inc., Chicago, IL, USA). Statistical significance was set at *p* < 0.05.

## Figures and Tables

**Figure 1:**
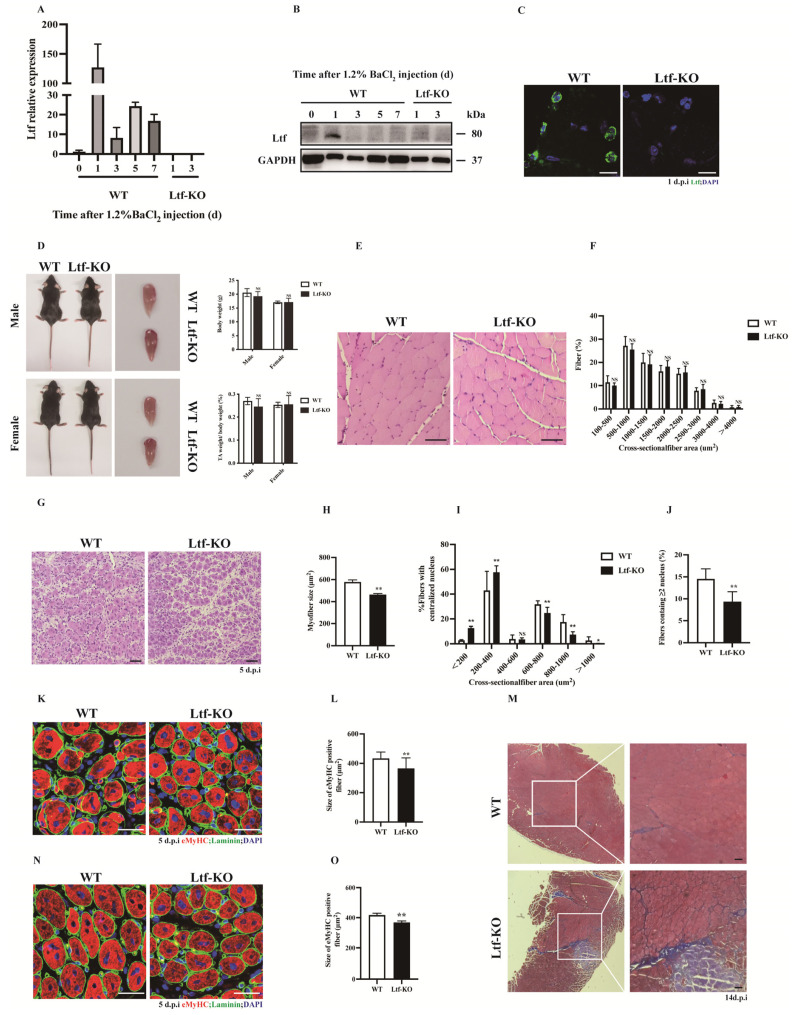
***Ltf* deficiency impairs regenerative capability of skeletal muscle.** (**A**) Real-time RT-PCR of *Ltf* expression levels in WT mice of TA muscle from days 0 to day 7 after BaCl_2_ injury and detected the TA tissue of *Ltf*-KO mice injured for 1 day and 3 days. (**B**) Immunoblots illustrate the protein levels of *Ltf* and an unrelated *GAPDH* in TA muscles from days 0 to day 7 after BaCl_2_ injury and detected the TA tissue of *Ltf*-KO mice injured for 1 day and 3 days. (**C**) Immunofluorescence results represent *Ltf* expression in WT and *Ltf*-KO mice of TA tissue on day 1 of injury. Scale bar: 10 μm. (**D**) Absolute body weight of adult WT and *Ltf*-KO mice, relative uninjured TA muscle wet weight of adult WT and *Ltf*-KO mice. (**E**) Pathological analysis plots represent hematoxylin and eosin (H&E) –stained TA cross-sections (CSA) of WT and *Ltf*-KO mice in the uninjured state. Scale bar: 60 μm. (**F**) Myofiber size (percentage) distributions of WT and *Ltf*-KO TA muscle were measured by using ImageJ software. (**G**) Representative photomicrographs of H&E-stained sections showing a delayed regeneration of injured TA muscle in *Ltf*-KO mice compared with that in WT at day 5 after BaCl_2_ injection. Scale bar: 60 μm. (**H**) Statistical analysis of mean area of TA muscle CSA in adult *Ltf*-KO and WT mice 5 days after injury. (**I**) Regenerated myofiber size (percentage) distributions of WT and Ltf-KO TA muscle 5 days after BaCl_2_ injury were measured by using ImageJ software. Only myofibers with centrally located nuclei were counted. (**J**) Quantification of the ratio of regenerating myofibers containing two or more centralized nuclei per field at day 5 post-injury. (**K**) Representative overlaid photomicrographs of TA muscle sections of WT and *Ltf*-KO mice 5 days post-injury after immunostaining for eMyHC (red) and laminin (green). Nuclei were labeled by DAPI. Scale bar: 30 μm. (**L**) Average CSA of eMyHC-positive fibers in TA muscle 5 days post-injury. (**M**) Representative photomicrographs of Masson-stained sections show increased collagen fibers in damaged TA muscles in *Ltf*-KO mice compared to WT at day 14 after BaCl_2_ injection. Scale bar: 60 μm. (**N**) At 60 days after the first injury, a second injection of BaCl_2_ solution was delivered to the muscle of WT and *Ltf*-KO mice, and the muscle was analyzed at day 5 after the second injury. Scale bar: 30 μm. (**O**) Average CSA of eMyHC-positive fibers in TA muscle at 5 days after the second injury. *n* = 3 in each group. * *p*< 0.05; ** *p* < 0.01; NS, not significant.

**Figure 2:**
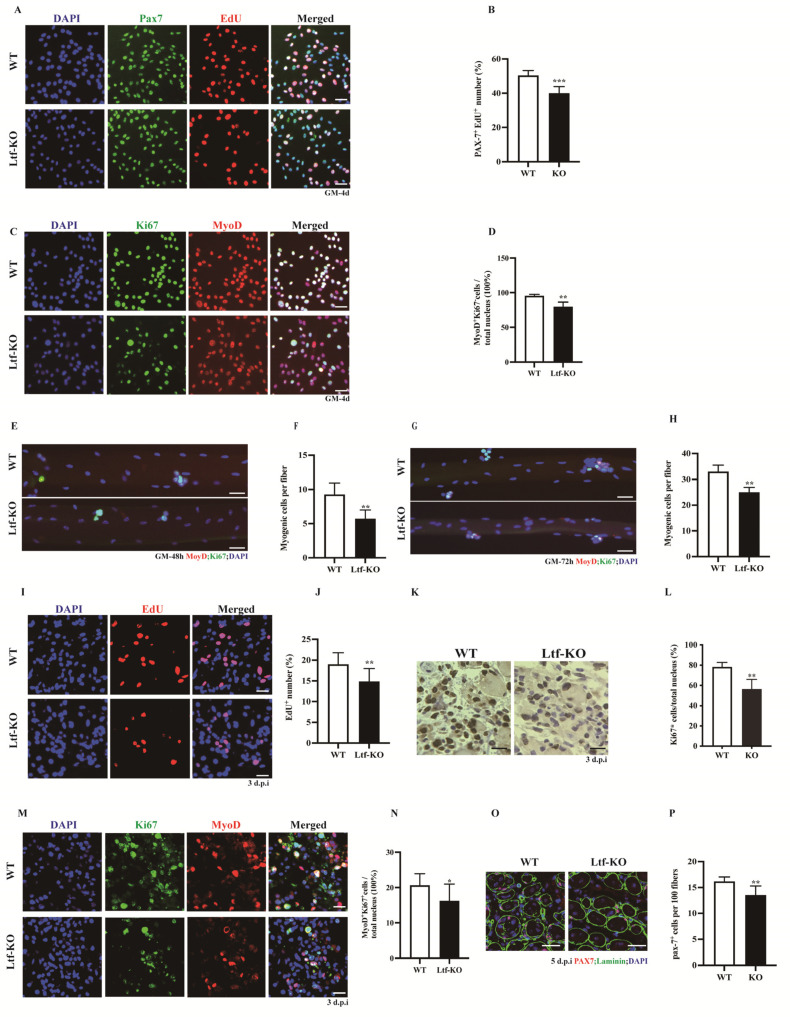
**Deletion of *Ltf* reduces proliferative capability of SCs.** (**A**) Representative individual and merged photomicrographs of SCs sorted from WT and *Ltf*-KO mice; cultured for 4 days; and labeled with EdU, Pax7, and DAPI. Scale bars: 30 μm. (**B**) Quantitative analysis of the frequency of Pax7^+^EdU^+^ double-positive cells sorted from WT and *Ltf*-KO mice. (**C**) Representative individual and merged photomicrographs of SCs sorted from WT and *Ltf*-KO mice; cultured for 4 days; and co-stained with MyoD, Ki67, and DAPI. Scale bars: 30 μm. (**D**) Quantification of the number of MyoD^+^Ki67^+^ double-positive cells sorted from WT and *Ltf*-KO mice. (**E**) Representative merged photomicrographs of 48 h cultured myofibers from WT and *Ltf*-KO mice co-stained with MyoD, Ki67, and DAPI. Scale bars: 30 μm. (**F**) Quantification of myogenic cell number per myofiber. (**G**) Representative merged photomicrographs of 72 h cultured myofibers from WT and *Ltf*-KO mice co-stained with MyoD, Ki67, and DAPI. Scale bars: 30 μm. (**H**) Quantification of myogenic cells number per myofiber. (**I**) Representative individual and merged images of day 3 post-injury TA muscles of WT and *Ltf*-KO mice, cells were labeled with EdU and DAPI. Scale bar: 30 μm. (**J**) Quantification of the number of EdU^+^ cells in day 3 post-injury TA muscles of WT and *Ltf*-KO mice. (**K**) Immunohistochemistry analysis of Ki67^+^ cells in regenerating muscle from WT and *Ltf*-KO mice at day 3 after injury. Scale bars: 30 μm. (**L**) Quantification of the number and percentage of Ki67+ cells in regenerating TA muscle of WT and *Ltf*-KO mice. (**M**) Representative individual and merged images of day 3 post-injury TA muscles of WT and *Ltf*-KO mice, cells were labeled with MyoD, Ki67and DAPI. Scale bar: 30 μm. (**N**) Quantification of the percentage of MyoD+Ki67+ double-positive cells among the total nuclei in injured TA muscle of WT and *Ltf*-KO mice. (**O**) Representative merged images of day 5 post-injury TA muscles of WT and *Ltf*-KO mice, cells were labeled with PAX7, Laminin and DAPI. Scale bar: 30 μm. (**P**) Quantification of the percentage of PAX7-positive cells among the total nuclei in injured TA muscle of WT and *Ltf*-KO mice. *n* = 3 in each group. * *p*< 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 3:**
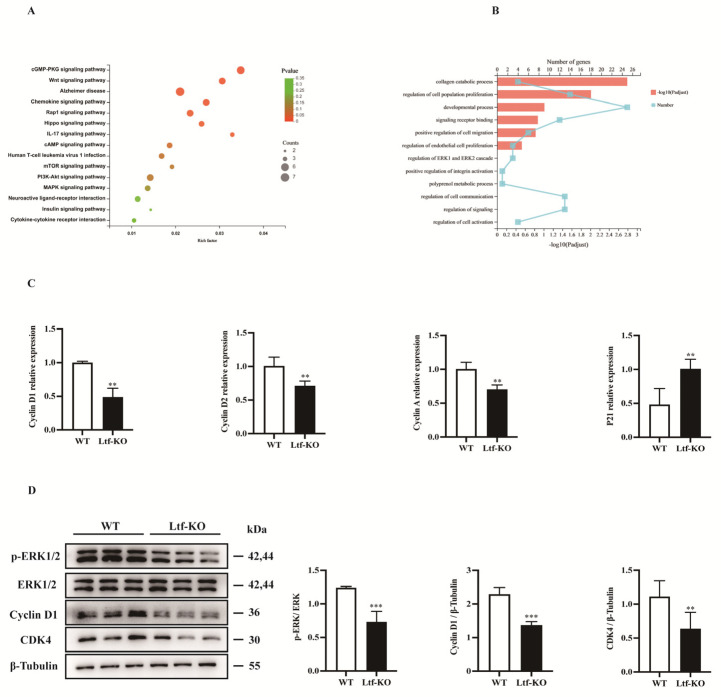
**Decreased proliferation of SCs caused by *Ltf* deficiency is regulated by the ERK1/2 signaling pathway.** (**A**) KEGG pathway enrichment analysis was performed on SCs from WT and *Ltf*-KO mice grown for 4 days in vitro. (**B**) GO enrichment analysis was performed on SCs from WT and *Ltf*-KO mice grown for 4 days in vitro. (**C**) Fluorescence quantitative analysis of the expression of cell cycle-related genes in SCs from WT and *Ltf*-KO mice grown for 4 days in vitro, using actin as an internal reference. (**D**) Left, the immunoblots presented here illustrate the protein levels of p-ERK, ERK, cyclin D, CDK4 and β-tubulin in SCs from WT and *Ltf*-KO mice grown for 4 days in vitro; right, quantification analysis of p-ERK, cyclin D1 and CDK4 proteins levels from Western blot bands. β-tubulin was used as an internal reference. *n* = 3 in each group. ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
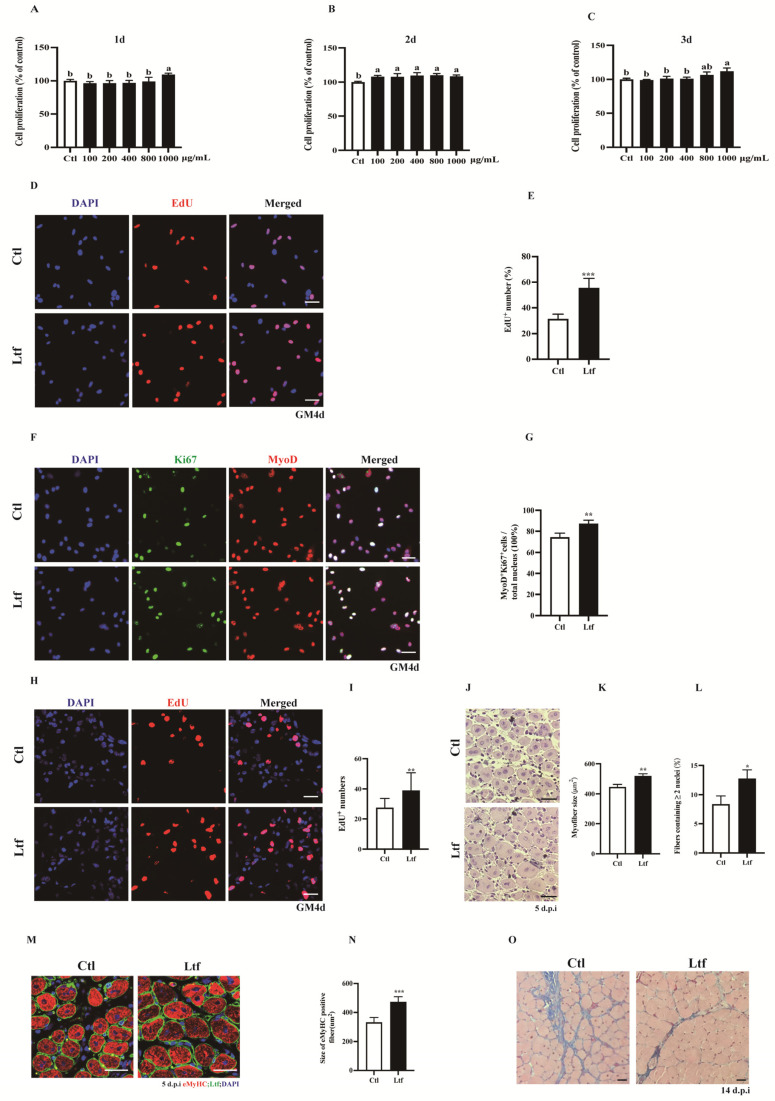
**R-*Ltf* promotes proliferation of SCs in vivo and in vitro.** (**A**) Satellite cells (SCs) isolated from wild-type (WT) mice after 1 day of adherent growth, treated with various concentrations of R-*Ltf* for 1 day, and then added CCK-8 to determine the OD value. (**B**) SCs isolated from WT mice after 1 day of adherent growth, treated with various concentrations of R-*Ltf* for 2 days, and then added CCK-8 to determine the OD value. (**C**) SCs isolated from WT mice after 1 day of adherent growth, treated with various concentrations of R-*Ltf* for 3 days, and then added CCK-8 to determine the OD value. (**D**) SCs isolated from WT mice after 1 day of adherent growth, treated with 1000 μg/mL R-*Ltf* for other 3 days. Cells were labeled with EdU and DAPI. Scale bar: 20 μm. (**E**) Quantitative analysis of the frequency of EdU+ positive cells. (**F**) SCs isolated from WT mice after 1 day of adherent growth and treated with 1000 μg/mL R-*Ltf* for other 3 days. Cells were labeled with MyoD, Ki67 and DAPI. Scale bar: 20 μm. (**G**) Quantification of the percentage of MyoD^+^Ki67^+^ double-positive cells. (**H**) Representative individual and merged photomicrographs of day 3 post-injury TA muscles of WT; following consecutive intraperitoneal injection of R-*Ltf* for 3 days, the cells were labeled with EdU and DAPI. Scale bars: 20 μm. (**I**) Quantitative analysis of the frequency of EdU+ positive cells. (**J**) Representative photomicrographs of hematoxylin and eosin (H&E)-stained sections of injured TA muscle of WT at day 5 after BaCl_2_ injection, with consecutive intraperitoneal injection of R-*Ltf* for 5 days. Scale bar: 30 μm. (**K**) Quantification of the ratio of regenerating myofibers containing two or more centralized nuclei per field at day 5 post-injury. (**L**) Statistical analysis of mean area of TA muscle cross-sections (CSA) in adult WT mice 5 days after injury. (**M**) Representative overlaid photomicrographs of TA muscle sections of WT mice 5 days post-injury, followed by consecutive intraperitoneal injection of R-*Ltf* for 5 days, after immunostaining for eMyHC (red) and laminin (green). Nuclei were labeled by DAPI. Scale bar: 30 μm. (**N**) Average CSA of eMyHC-positive fibers in TA muscle 5 days post-injury. (**O**) Representative photomicrographs of Masson-stained sections show collagen fibers in damaged TA muscles in WT mice at day 14 after BaCl_2_ injection, intraperitoneal injection of R-*Ltf* for 14 days. Scale bar: 30 μm. *n* = 6 in each group. * *p*< 0.05; ** *p* < 0.01; *** *p* < 0.001. Values without a common letter are significantly different at *p* < 0.05.

**Table 1:** Sequences of primer used for qRT-PCR.

Primer	Sequence (5′-3′)	Access NO.
Cyclin A-F	GCCCTGGCTTTTAATGCAGC	NM_009828.3
Cyclin A-R	AACGTTCACTGGCTTGTCTTC	
Cyclin D1-F	ATTGTGCCATCCATGCGGAA	NM_001379248
Cyclin D1-R	GAAGACCTCCTCTTCGCACT	
Cyclin D2-F	CTGCGGAAAAGCTGTGCATT	NM_009829
Cyclin D2-R	GAAGTCGTGAGGGGTGACTG	
p21-F	TAAGGACGTCCCACTTTGCC	NM_001111099.2
p21-R	GACAACGGCACACTTTGCTC	
β-Actin-F	TTTGCAGCTCCTTCGTTGCC	NM_007393.5
β-Actin-R	CCCACGATGGAGGGGAATACA	

## Data Availability

The data presented in this article or supplementary material are available.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23137478/s1.

## References

[1] Superti F. (2020). Lactoferrin from Bovine Milk: A Protective Companion for Life. Nutrients.

[2] Gleerup H.S., Jensen C.S., Høgh P., Hasselbalch S.G., Simonsen A.H. (2021). Lactoferrin in cerebrospinal fluid and saliva is not a diagnostic biomarker for Alzheimer’s disease in a mixed memory clinic population. EBioMedicine.

[3] Telang S. (2018). Lactoferrin: A Critical Player in Neonatal Host Defense. Nutrients.

[4] García-Montoya I., Salazar-Martínez J., Arévalo-Gallegos S., Sinagawa-García S., Rascón-Cruz Q. (2012). Expression and characterization of recombinant bovine lactoferrin in *E. coli*. BioMetals.

[5] Wang B., Timilsena Y.P., Blanch E., Adhikari B. (2019). Lactoferrin: Structure, function, denaturation and digestion. Crit. Rev. Food Sci. Nutr..

[6] Antoshin A.A., Shpichka A.I., Huang G., Chen K., Lu P., Svistunov A.A., Lychagin A.V., Lipina M.M., Sinelnikov M.Y., Reshetov I.V. (2021). Lactoferrin as a regenerative agent: The old-new panacea?. Pharmacol. Res..

[7] Kitakaze T., Oshimo M., Kobayashi Y., Ryu M., Suzuki Y.A., Inui H., Harada N., Yamaji R. (2018). Lactoferrin promotes murine C2C12 myoblast proliferation and differentiation and myotube hypertrophy. Mol. Med. Rep..

[8] Zhang W., Guo H., Jing H., Li Y., Wang X., Zhang H., Jiang L., Ren F. (2013). Lactoferrin Stimulates Osteoblast Differentiation Through PKA and p38 Pathways Independent of Lactoferrin’s Receptor LRP1. J. Bone Miner. Res..

[9] Huang H.-C., Lin H., Huang M.-C. (2019). Lactoferrin promotes hair growth in mice and increases dermal papilla cell proliferation through Erk/Akt and Wnt signaling pathways. Arch. Dermatol. Res..

[10] Moreno-Navarrete J.M., Ortega F.J., Moreno M., Serrano M., Ricart W., Fernández-Real J.M. (2014). Lactoferrin gene knockdown leads to similar effects to iron chelation in human adipocytes. J. Cell. Mol. Med..

[11] Moreno-Navarrete J.M., Ortega F.J., Ricart W., Fernández-Real J.M. (2009). Lactoferrin increases 172ThrAMPK phosphorylation and insulin-induced p473SerAKT while impairing adipocyte differentiation. Int. J. Obes..

[12] Cutone A., Rosa L., Ianiro G., Lepanto M.S., Di Patti M.C.B., Valenti P., Musci G. (2020). Lactoferrin’s Anti-Cancer Properties: Safety, Selectivity, and Wide Range of Action. Biomolecules.

[13] Zhang Y., Lima C.F., Rodrigues L.R. (2014). Anticancer effects of lactoferrin: Underlying mechanisms and future trends in cancer therapy. Nutr. Rev..

[14] Kowalski K., Kolodziejczyk A., Sikorska M., Płaczkiewicz J., Cichosz P., Kowalewska M., Stremińska W., Jańczyk-Ilach K., Koblowska M., Fogtman A. (2016). Stem cells migration during skeletal muscle regeneration—The role of Sdf-1/Cxcr4 and Sdf-1/Cxcr7 axis. Cell Adhes. Migr..

[15] Musarò A., Carosio S. (2017). Isolation and Culture of Satellite Cells from Mouse Skeletal Muscle. Mol. Biol..

[16] Said R.S., Mustafa A.G., Asfour H.A., Shaqour E.I. (2016). Myogenic Satellite Cells: Biological Milieu and Possible Clinical Applications. Pak. J. Biol. Sci..

[17] Laumonier T., Menetrey J. (2016). Muscle injuries and strategies for improving their repair. J. Exp. Orthop..

[18] Smith H.K., Maxwell L., Rodgers C.D., McKee N.H., Plyley M.J. (2001). Exercise-enhanced satellite cell proliferation and new myonuclear accretion in rat skeletal muscle. J. Appl. Physiol..

[19] Tierney M.T., Sacco A. (2016). Inducing and Evaluating Skeletal Muscle Injury by Notexin and Barium Chloride. Methods Mol. Biol..

[20] Su W.-H., Wang C.-J., Fu H.-C., Sheng C.-M., Tsai C.-C., Cheng J.-H., Chuang P.-C. (2019). Human Umbilical Cord Mesenchymal Stem Cells Extricate Bupivacaine-Impaired Skeletal Muscle Function via Mitigating Neutrophil-Mediated Acute Inflammation and Protecting against Fibrosis. Int. J. Mol. Sci..

[21] Sun Y., Liu W.-Z., Liu T., Feng X., Yang N., Zhou H.-F. (2015). Signaling pathway of MAPK/ERK in cell proliferation, differentiation, migration, senescence and apoptosis. J. Recept. Signal Transduct..

[22] Feng Y., Hua X., Niu R., Du Y., Shi C., Zhou R., Chen F.-H. (2019). ROS play an important role in ATPR inducing differentiation and inhibiting proliferation of leukemia cells by regulating the PTEN/PI3K/AKT signaling pathway. Biol. Res..

[23] Guo Y.J., Pan W.W., Liu S.B., Shen Z.F., Xu Y., Hu L.L. (2020). ERK/MAPK signalling pathway and tumorigenesis. Exp. Ther. Med..

[24] Pokrass M.J., Ryan K.A., Xin T., Pielstick B., Timp W., Greco V., Regot S. (2020). Cell-Cycle-Dependent ERK Signaling Dynamics Direct Fate Specification in the Mammalian Preimplantation Embryo. Dev. Cell.

[25] Mercer K., Giblett S., Oakden A., Brown J., Marais R., Pritchard C. (2005). A-Raf and Raf-1 work together to influence transient ERK phosphorylation and Gl/S cell cycle progression. Oncogene.

[26] Jones N.C., Fedorov Y.V., Rosenthal R.S., Olwin B.B. (2001). ERK1/2 is required for myoblast proliferation but is dispensable for muscle gene expression and cell fusion. J. Cell. Physiol..

[27] Zhong R., Miao R., Meng J., Wu R., Zhang Y., Zhu D. (2021). Acetoacetate promotes muscle cell proliferation via the miR-133b/SRF axis through the Mek-Erk-MEF2 pathway. Acta Biochim. Biophys. Sin..

[28] Yao Q., Li H., Fan L., Huang S., Wang J., Zheng N. (2021). The combination of lactoferrin and linolenic acid inhibits colorectal tumor growth through activating AMPK/JNK-related apoptosis pathway. PeerJ.

[29] Rosa L., Cutone A., Lepanto M.S., Paesano R., Valenti P. (2017). Lactoferrin: A Natural Glycoprotein Involved in Iron and Inflammatory Homeostasis. Int. J. Mol. Sci..

[30] Gao R., Watson M., Callon K.E., Tuari D., Dray M., Naot D., Amirapu S., Munro J.T., Cornish J., Musson D.S. (2016). Local application of lactoferrin promotes bone regeneration in a rat critical-sized calvarial defect model as demonstrated by micro-CT and histological analysis. J. Tissue Eng. Regen. Med..

[31] Reznikov E.A., Comstock S.S., Yi C., Contractor N., Donovan S.M. (2014). Dietary Bovine Lactoferrin Increases Intestinal Cell Proliferation in Neonatal Piglets. J. Nutr..

[32] Icriverzi M., Bonciu A., Rusen L., Sima L.E., Brajnicov S., Cimpean A., Evans R.W., Dinca V., Roseanu A. (2019). Human Mesenchymal Stem Cell Response to Lactoferrin-based Composite Coatings. Materials.

[33] Wei L., Wei L., Zhang X., Zhang X., Wang J., Wang J., Ye Q., Ye Q., Zheng X., Zheng X. (2019). Lactoferrin deficiency induces a pro-metastatic tumor microenvironment through recruiting myeloid-derived suppressor cells in mice. Oncogene.

[34] Wei L., Liu C., Wang J., Zheng X., Peng Q., Ye Q., Qin Z., Li Z., Zhang X., Wu Y. (2021). Lactoferrin is required for early B cell development in C57BL/6 mice. J. Hematol. Oncol..

[35] Zembron-Lacny A., Morawin B., Wawrzyniak-Gramacka E., Gramacki J., Jarmuzek P., Kotlega D., Ziemann E. (2020). Multiple Cryotherapy Attenuates Oxi-Inflammatory Response Following Skeletal Muscle Injury. Int. J. Environ. Res. Public Health.

[36] Yin H., Price F., Rudnicki M.A. (2013). Satellite Cells and the Muscle Stem Cell Niche. Physiol. Rev..

[37] Milner D.J., Cameron J.A. (2012). Muscle Repair and Regeneration: Stem Cells, Scaffolds, and the Contributions of Skeletal Muscle to Amphibian Limb Regeneration. Tuberculosis.

[38] Kargl C.K., Nie Y., Evans S., Stout J., Shannahan J.H., Kuang S., Gavin T.P. (2019). Factors secreted from high glucose treated endothelial cells impair expansion and differentiation of human skeletal muscle satellite cells. J. Physiol..

[39] Collins C.A., Olsen I., Zammit P.S., Heslop L., Petrie A., Partridge T.A., Morgan J.E. (2005). Stem Cell Function, Self-Renewal, and Behavioral Heterogeneity of Cells from the Adult Muscle Satellite Cell Niche. Cell.

[40] Saini J., McPhee J.S., Al-Dabbagh S., Stewart C.E., Al-Shanti N. (2016). Regenerative function of immune system: Modulation of muscle stem cells. Ageing Res. Rev..

[41] Zhang J., Han X., Shan Y., Zhang L., Du M., Liu M., Yi H., Ma Y. (2018). Effect of bovine lactoferrin and human lactoferrin on the proliferative activity of the osteoblast cell line MC3T3-E1 in vitro. J. Dairy Sci..

[42] Wang Z. (2021). Regulation of Cell Cycle Progression by Growth Factor-Induced Cell Signaling. Cells.

[43] Colao I., Pennisi R., Venuti A., Nygårdas M., Heikkilä O., Hukkanen V., Sciortino M.T. (2017). The ERK-1 function is required for HSV-1-mediated G1/S progression in HEP-2 cells and contributes to virus growth. Sci. Rep..

[44] Wang S., Wang X., Gao Y., Peng Y., Dong N., Xie Q., Zhang X., Wu Y., Li M., Li J. (2019). RN181 is a tumour suppressor in gastric cancer by regulation of the ERK/MAPK–cyclin D1/CDK4 pathway. J. Pathol..

[45] Meloche S., Pouysségur J. (2007). The ERK1/2 mitogen-activated protein kinase pathway as a master regulator of the G1- to S-phase transition. Oncogene.

[46] Ma Y., Fu S., Lu L., Wang X. (2017). Role of androgen receptor on cyclic mechanical stretch-regulated proliferation of C2C12 myoblasts and its upstream signals: IGF-1-mediated PI3K/Akt and MAPKs pathways. Mol. Cell. Endocrinol..

[47] Guo H.Y., Jiang L., Ibrahim S.A., Zhang L., Zhang H., Zhang M., Ren F.Z. (2009). Orally Administered Lactoferrin Preserves Bone Mass and Microarchitecture in Ovariectomized Rats. J. Nutr..

[48] Inubushi T., Kosai A., Yanagisawa S., Chanbora C., Miyauchi M., Yamasaki S., Sugiyama E., Ishikado A., Makino T., Takata T. (2020). Bovine lactoferrin enhances osteogenesis through Smad2/3 and p38 MAPK activation. J. Oral Biosci..

[49] Liu L., Jiang R., Liu J., Lönnerdal B. (2019). The bovine Lactoferrin-Osteopontin complex increases proliferation of human intestinal epithelial cells by activating the PI3K/Akt signaling pathway. Food Chem..

[50] Zhang Y., Wang X., Qiu Y., Cornish J., Carr A.J., Xia Z. (2014). Effect of indomethacin and lactoferrin on human tenocyte proliferation and collagen formation in vitro. Biochem. Biophys. Res. Commun..

[51] Jung H.-W., Choi J.-H., Jo T., Shin H., Suh J.M. (2019). Systemic and Local Phenotypes of Barium Chloride Induced Skeletal Muscle Injury in Mice. Ann. Geriatr. Med. Res..

# Supplementary material for: Lactoferrin Deficiency Impairs Proliferation of Satellite Cells via Downregulating the ERK1/2 Signaling Pathway
**Source:** Int J Mol Sci. 2022 Jul 5;23(13):7478. doi: 10.3390/ijms23137478
**Supplement:** Supplementary file 1

## Supplementary Figures

### Titles and Legends of supplementary Figures

#### **Supplementary Figure 1. Histopathological analysis of TA muscle after 7 and 60 days of BaCl<sub>2</sub> injury repair**

**A** Representative photomicrograph of H&E-stained sections showing a delayed regeneration of injured TA muscle in *Ltf*-KO mice compared with that in WT at day 7 after BaCl<sub>2</sub> injection. Scale bar: 60  $\mu$ m. **B** Statistical analysis of mean area of TA muscle cross-sections in adult *Ltf*-KO and WT mice 7 days after injury. **C** H&E staining analysis of transverse sections of the TA muscles from WT and *Ltf*-KO mice after recovery for 60 days. Scale bar: 60  $\mu$ m. **D** Statistical analysis of mean area of TA muscle cross-sections in adult *Ltf*-KO and WT mice 60 days after injury.

#### **Supplementary Figure 2. Schematic diagram of the targeting strategy of systemic**

**knockout of *Ltf* in mice.** **A** *Ltf* gene targeting strategy. The sgRNA was designed in intron 2 and intron 8, and exons 3-8 were deleted, resulting in a deletion of about 4 kb of the genome, thus achieving the knockout of the lactoferrin gene. **B** Genotyping of mouse tail genome agarose gel map. Mouse tails were protease digested for genome extraction and genotyped by PCR and agarose gel electrophoresis. 

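The forward primer for the *Ltf*-KO product, CGCCGCTCAGTTGTGTCAAGAAATC (25 bases), matches exon 2 of Ltf-201 exactly, on the plus strand of chromosome 9 of GRCm38 from 111020952 to 111020976. It lies upstream of the deleted exons, so its site is present in both WT and *Ltf*-KO alleles. The WT forward primer, the shared reverse primer and both guides of Table S1 match 0 annotated transcripts in either direction. They were not placed on the genome here, and the product sizes were not recomputed.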

The left picture is the agarose gel image of the amplified product by the WT primer, and the right image is the agarose gel image of the amplified product of the *Ltf*-KO primer. Lanes from left

to right represent water (negative control), heterozygote, WT, heterozygote, heterozygote, WT, *Ltf*-KO.

**Supplementary Figure 3. Satellite cells grown in vitro for 4 days, and the detection of proliferation-related protein levels**

**A** Left, the immunoblots presented here illustrate the protein levels of *p-AKT*, *AKT*, and *β-Tubulin* in SCs from WT and *Ltf*-KO mice grown for 4 days in vitro; right, quantification analysis the ratio of *p-AKT* / *AKT* from western blot bands, *β-Tubulin* as internal reference. **B** Left, the immunoblots presented here illustrate the protein levels of *p-JNK*, *JNK*, and *GAPDH* in SCs from WT and *Ltf*-KO mice grown for 4 days in vitro; right, quantification analysis the ratio of *p-JNK* / *JNK* from western blot bands, *GAPDH* as internal reference. **C** Left, the immunoblots presented here illustrate the protein levels of *p-p38*, *p38*, and *β-Tubulin* in SCs from WT and *Ltf*-KO mice grown for 4 days in vitro; right, quantification analysis the ratio of *p-p38* / *p38* from western blot bands, *β-Tubulin* as internal reference.

# Supplementary material for: Lactoferrin Deficiency Impairs Proliferation of Satellite Cells via Downregulating the ERK1/2 Signaling Pathway
**Source:** Int J Mol Sci. 2022 Jul 5;23(13):7478. doi: 10.3390/ijms23137478
**Supplement:** Supplementary file 1

**Table S1 Primer sequence of guide sgRNA**

| Target site | Sequence (5'-3')        |
|-------------|-------------------------|
| 5'Guide     | ATGGCATCTAGGGCTGCACCAGG |
| 3'Guide     | CTAGTGTATACCCCAAAGGCTGG |

# Supplementary material for: Lactoferrin Deficiency Impairs Proliferation of Satellite Cells via Downregulating the ERK1/2 Signaling Pathway
**Source:** Int J Mol Sci. 2022 Jul 5;23(13):7478. doi: 10.3390/ijms23137478
**Supplement:** Supplementary file 1

**Table S2 Primer sequence of PCR**

| Primer   | Sequence (5'-3')           | Product size (bp) |
|----------|----------------------------|-------------------|
| WT-F     | TGCTGGGATTTCGAACTTGGCTGAAG | 404               |
| WT-R     | AGACCGAGGAATCTGTGTGAGACCT  |                   |
| Ltf-KO-F | CGCCGCTCAGTTGTGTCAAGAAATC  | 564               |
| Ltf-KO-R | AGACCGAGGAATCTGTGTGAGACCT  |                   |

How the deposited data were processed for this re-analysis (not part of the article)

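RNA sequencing of SCs grown for 4 days in vitro gave 6 libraries, 3 from WT and 3 from *Ltf*-KO mice. Each library was assigned to its genotype and replicate number from the sample labels and section 4.9 of the paper. The authors deposited TPM values for 55416 genes, with GO terms and KEGG pathways beside each gene. Section 4.9 states that the data were extracted and normalized by the manufacturer's protocol. The paper's text names no aligner, counting tool, genome build or annotation release. The unit was taken from the values, since the 6 columns each sum to about the same total, between 993650 and 994356. The gene identifiers are those of the deposited table, and coordinates are from GENCODE M21 on GRCm38, matched by gene name and identifier.

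TPM keeps no depth, so the precision of single values was judged from the spread between replicates. The median coefficient of variation among WT libraries was 14.1% for genes with a mean of 1 to 10 TPM, 5.58% from 10 to 100 TPM and 3.42% at 100 TPM or more, and in *Ltf*-KO libraries it was 14.1%, 5.85% and 3.55%.

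The design fixed before the data were examined assumed read counts and named limma on log2(value + 1) for a table without counts. As the table held TPM, limma 3.58.1 in R 4.3.3 was used, with lmFit and eBayes and a trend of the variance on the mean, on log2(TPM + 1), for the 12956 genes (23.4%) with a mean of at least 1 TPM. The pseudocount was 1, tests were two-sided and p-values were adjusted by the Benjamini-Hochberg method. The p threshold was 0.05. Over-representation used a one-sided hypergeometric test of the genes at an unadjusted p under 0.05, for pathways and terms with at least 5 tested genes, with the tested genes that carry any pathway (4727 genes) or any term (12347 genes) as background. Terms were used as listed in the table. Gene sets were tested with camera at a preset correlation of 0.01, with fry and camera with an estimated correlation as alternatives. The lists were written before the data were examined and covered ERK output, immediate early genes, S phase, G2/M, muscle differentiation, satellite cells, and markers of fibroblasts, macrophages, neutrophils, endothelial, smooth muscle and pericyte, Schwann and erythroid cells. Values of single lists per library were compared by an exact permutation test over the 10 splits of the 6 libraries, whose smallest p is 0.1.

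The genes named were fixed before the data were examined as *Ltf*, the genes the paper measures or names in SCs, the 5 genes with the lowest p in each direction at an adjusted p under 0.05 (there were 0), up to 8 genes each of the MAPK pathway and the ERK1 and ERK2 cascade term at an unadjusted p under 0.05, and the sex genes. Other genes are named as chosen after their values were seen. The fit, the over-representation test and camera were tested on simulated data whose genes varied independently of each other, so shared variation between genes was not covered. With no gene changed, 0 of 12956 simulated genes had an adjusted p under 0.05.

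Alternatives set beforehand were a pseudocount of 0.1, no filter, the replicate number as a block, each library left out in turn, other gene lists and backgrounds for over-representation, and the set tests above. Quantile normalization, median-of-ratios scaling, a mean of at least 10 TPM and a wider ERK1 and ERK2 cascade term were added after seeing the data. Tests that need read counts were not run. RT-PCR, Western blot and imaging data of the paper were not analysed here. The values of 1 gene are not reported here.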

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

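The count of 0 genes at an adjusted p under 0.05 from limma held with a pseudocount of 0.1, with no filter, with the replicate block, and with quantile normalization, median-of-ratios scaling or a mean of at least 10 TPM, which were chosen after seeing the data. It ranged from 0 to 6 genes across the 6 fits that each left out one library, with 6 genes without WT replicate 2 and 0 without WT replicate 1. These were 18 different genes, and none was called in more than 1 fit. They were mostly small nucleolar RNAs, predicted genes and genes without a name (for example Snora23, Snora28 and Gm22270), singled out after their values were seen. The count at an unadjusted p under 0.05 was 490. It was 890 (411 lower in *Ltf*-KO) with no filter and 281 (137 lower) with a mean of at least 10 TPM, where more or fewer genes were tested. It was 491 with a pseudocount of 0.1 and 456 to 611 with one library left out. The share of these genes that were lower in *Ltf*-KO was 46.9%, and 60.04% with quantile normalization (305 of 508 genes) and 55.8% with median-of-ratios scaling (280 of 502). The cause was not tested.

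The sample labels give both genotypes replicate numbers 1 to 3. The deviations of same-numbered libraries from their genotype's means correlated at -0.041, -0.058 and -0.088 across genes. No shared effect of the number was visible, and the main fit used no pairing. The paper does not say whether same-numbered libraries were prepared together, and these correlations cannot tell. With the replicate number as a block, 0 genes had an adjusted p under 0.05 and 380 an unadjusted p under 0.05, and camera did not call the differentiation and the smooth muscle and pericyte lists (adjusted p = 0.0648 each).

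*Ltf* had a log2 difference of -0.05 on the log2(TPM + 1) scale and of -0.34 with a pseudocount of 0.1 since a smaller pseudocount widens differences near the floor. Without WT replicate 1, the only library above 0.1 TPM, it was -0.0048.

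The over-representation of the MAPK signaling pathway was 1.43-fold, and its adjusted p was at least 0.556 under every alternative run. It fell under 1 with genes lower in *Ltf*-KO only (0.703) and without *Ltf*-KO replicate 2 (0.778). With an absolute log2 fold change of at least 1 it was 0, on a list too short to expect any MAPK gene by chance. Across the 6 fits that each left out one library it ranged from 0.778 to 1.39. For genes higher in *Ltf*-KO only it was 2.03. The ERK1 and ERK2 cascade term rests on 0 of 15 genes, so single genes move it. It was 1.35 with no filter and 1.77 with quantile normalization, and ranged from 0 to 1.99 with one library left out, with an adjusted p of 1 under every alternative run. With the genes of positive and negative regulation added, 4 of 124 genes were on the list against 4.52 by chance (0.885-fold). No list of genes at an adjusted p under 0.05 could be tested, as it was empty. The number of GO terms at an adjusted p under 0.05 was 0, and 5 with all annotated genes of the table as background (metal ion binding, actin binding, cytoplasm, mitochondrion and heart development). The number of KEGG pathways was 0, and ranged from 0 to 1 with one library left out, with ECM-receptor interaction called without *Ltf*-KO replicate 3. Of the pathways and terms of Figure 3A and 3B with at least 5 tested genes, 0 had an adjusted p under 0.05 under any alternative run.

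The mean log2 fold change of the MAPK pathway genes ranged from 0.018 to 0.052 with one library left out, with an adjusted camera p of 0.0482 without *Ltf*-KO replicate 3. This mean was 0.016 with quantile normalization, 0.023 with median-of-ratios scaling and 0.038 with a pseudocount of 0.1. The ERK output list ranged from -0.017 (without *Ltf*-KO replicate 2) to 0.065. The S-phase list ranged from -0.029 to 0.021 (without WT replicate 1), with adjusted p-values down to 0.00093 (without WT replicate 3), and with a mean of at least 10 TPM it was -0.019 (adjusted p = 0.0457). The G2/M list ranged from -0.0405 to 0.016 (without WT replicate 1), with adjusted p-values down to 0.00026 (without WT replicate 3). Single libraries thus decide the sign of the last 3 lists, and the cause was not tested. Camera with an estimated correlation and fry gave an adjusted p above 0.05 for all 13 lists.

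With one library left out, the endothelial list ranged from -0.026 (without WT replicate 2) to 0.353 (without WT replicate 3, adjusted p = 0.0362), the Schwann list from -0.049 (without WT replicate 1) to 0.244 (without WT replicate 3, adjusted p = 0.0389), the satellite cell list from -0.027 to 0.035 and the differentiation list from -0.037 (without *Ltf*-KO replicate 3) to 0.271. The satellite cell list was 0.0055 with a mean of at least 10 TPM. Among single genes, log2 fold changes crossed 0 with one library left out for *Ccnd1* (-0.0077 to 0.019), *Ccnd3* (-0.015 to 0.171), *Ccna2* (-0.066 to 0.054), *Cdk4* (-0.041 to 0.0094), *Mapk3* (-0.0032 to 0.071), *Pax7* (-0.114 to 0.0038), *Myod1* (-0.026 to 0.038), *Mki67* (-0.0304 to 0.08002), *Lrp1* (-0.0103 to 0.166) and *Akt2* (-0.052 to 0.074). With median-of-ratios scaling *Ccnd1* was -0.0057 and *Myod1* -0.0067, and with quantile normalization *Myod1* was -0.0029. The cause was not tested. The alternatives that need read counts (another normalization of counts, another count model, and count minimums) were not run.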

Differences from the paper's values

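The paper's values below are from figures, read by eye. Alternatives set before the data were examined are named where they come within 1.5 times the paper's value.

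By RT-PCR, the paper's *Ltf*-KO to WT ratio of cyclin D1 is about 0.49 (Fig. 3C), while the ratio of *Ccnd1* in the deposited TPM values was 1.003, with a log2 fold change of 0.0047 and a 95% confidence interval from -0.065 to 0.074. None of the alternatives set before the data were examined closed the gap. For cyclin D2 the paper's ratio is about 0.71 (Fig. 3C) and that of *Ccnd2* was 1.07. It was 1.04 without WT replicate 1 and 1.06 without *Ltf*-KO replicate 1, within 1.5 times the paper's, and no other alternative came within that range. Under every alternative set before the data were examined *Ccnd2* stayed higher in *Ltf*-KO, the opposite direction to the paper's ratio, so none closed the gap. For p21 the paper's ratio is about 2.1 (Fig. 3C) and that of *Cdkn1a* was 1.04, with no alternative closing the gap. RT-PCR and sequencing are different assays. The paper states that these cyclins, and cyclin A, were lower and p21 higher in *Ltf*-KO SCs. In the libraries *Ccna2* had a log2 fold change of -0.0078 (95% confidence interval -0.176 to 0.161), and none of *Ccnd1*, *Ccnd2*, *Ccna2* and *Cdkn1a* had an unadjusted p under 0.05.

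The paper's rich factor of the MAPK signaling pathway is about 0.014 (Fig. 3A), against 0.0308 here, taken as the genes at an unadjusted p under 0.05 over the 292 pathway genes of the table. Without *Ltf*-KO replicate 2 it was 0.0205, and no other alternative set before the data were examined closed the gap. With a mean of at least 10 TPM, a filter chosen after seeing the values, 4 of the 292 genes were on the list, which also falls within 1.5 times the paper's value. For the cGMP-PKG signaling pathway the paper's value is about 0.035 (Fig. 3A), against 0.0116, and for the Wnt signaling pathway about 0.031 (Fig. 3A), against 0.0184. Without *Ltf*-KO replicate 1 these were 0.0291 and 0.0245, and no other alternative closed the gap. The paper's text gives neither its gene list nor how its rich factor was computed. A rich factor grows with the number of genes on the list, so these values are comparable only if the lists were of like length.

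The paper's number of genes in the ERK1 and ERK2 cascade term is about 3 (Fig. 3B), against 0 here, and no alternative set before the data were examined closed the gap. With the terms for positive and negative regulation added, which was chosen after seeing the values, it was 4. For collagen catabolic process it is about 4 (Fig. 3B), against 2, with 3 genes under no filter, 3 without WT replicate 3 and 5 without *Ltf*-KO replicate 3. For regulation of cell population proliferation it is about 14 (Fig. 3B), against 4, and for developmental process about 25 (Fig. 3B), against 0, with no alternative closing either gap. The deposited table lists 53 genes under developmental process, of which 9 were tested, with 0 on the list, and 24 were tested with no filter, with 1 on the list. GO terms were used as the table lists them, without adding the genes of narrower terms, so numbers of genes in the terms of Fig. 3B are comparable with the paper's only if it used the same lists. For signaling receptor binding it is about 12 (Fig. 3B), against 5, with 13 under no filter and 9 without *Ltf*-KO replicate 3. The paper's text states that its differential genes were enriched in the MAPK-ERK1/2 pathway. Here neither the pathway nor the term had an adjusted p under 0.05 in the over-representation test under any setting run. In the set test without a threshold on single genes, the pathway had an adjusted p of 0.0482 without *Ltf*-KO replicate 3 (0.0482 to 0.895 over the alternatives run), with its genes higher in *Ltf*-KO on average.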

Other observations

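The split counts other than that for genes at an adjusted p under 0.05, and the tests on the split with most genes, the mitochondrial genes and the genes listed at 0, were chosen only after the results were seen. With 3 libraries against 3 there are 10 splits, so no share of splits can fall under 0.1 and these counts describe the libraries only.

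Among abundant genes, pairs of WT and *Ltf*-KO libraries differed no more than pairs of one genotype did. Over the 1391 genes with a mean above 100 TPM, the median absolute log2 ratio between a pair of libraries averaged 0.0556 over the 9 pairs across genotypes and 0.0582 over the 6 pairs within a genotype. Of these genes, 1390 lay within 1.5-fold and 1373 within 1.2-fold between the genotype means. At an unadjusted p under 0.05, 8 of the 10 splits gave at least as many genes as the 490 of the genotype split. The numbers of splits with a p as small as that of the genotype split were 3 for MAPK over-representation, 3 for the MAPK set test, 7 for the ERK output list, 6 for the S-phase list and 8 for the G2/M list. For the number of genes at an adjusted p under 0.05 (0 in the genotype split) and for the ERK1 and ERK2 cascade term (p of 1 by the exact hypergeometric test), all 10 splits count by construction, so these comparisons say nothing. MAPK over-representation had its smallest p, 0.00301, in the split of WT replicates 1 and 2 and *Ltf*-KO replicate 3 against the rest.

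The split with the most genes at an unadjusted p under 0.05, 1091, was that same one. One hypothesis is that cultures of the same genotype differed in how far muscle differentiation had gone. Of the 26 genes of the differentiation list, 10 were among those 1091 against 2.19 by chance (one-sided exact hypergeometric p = 2.6e-05), though these genes move together, so this p overstates the evidence. In the split with 998 such genes (WT replicates 1 and 3 and *Ltf*-KO replicate 2 against the rest), 22 of the 26 were among them. Averaged over the list, the libraries deviated by -0.11, 0.19 and -0.27 in WT and 0.016, -0.22 and 0.4 in *Ltf*-KO (log2 scale). By genotype the list was higher in *Ltf*-KO by 0.13 on average, with 26 of 26 genes higher (camera adjusted p = 0.0341, and 1.1e-06 to 0.895 over the alternatives run). Neither fry nor an estimated correlation called it, 6 of the 10 splits gave a p as small, and the exact permutation test of the list's mean per library gave p = 0.6 (two-sided). Without *Ltf*-KO replicate 3 its mean was -0.037, and without WT replicate 1 or 3 its adjusted p was 0.352 or 0.857. Whether differentiation differs by genotype stays open.

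Of the fibroblast list's 20 genes, 16 had a mean of at least 1 TPM and 15 of these were higher in *Ltf*-KO, by 0.24 on average (camera adjusted p = 0.00211, and 5.2e-06 to 0.863 over the alternatives run, not called by fry or with an estimated correlation). A candidate explanation is cells of another type in some *Ltf*-KO cultures. The exact permutation test of the list's mean per library gave p = 0.2 (two-sided), 2 of the 10 splits gave a camera p as small, and *Ltf*-KO replicate 3 (-0.0996) lay below WT replicate 3 (0.0056). Without *Ltf*-KO replicate 2 the adjusted p was 0.132. The most abundant genes of the list were *Fn1* (361.5 TPM in WT and 383.4 TPM in *Ltf*-KO), *Col3a1* (93.1 and 100.3 TPM) and *Gsn* (78.1 and 80.8 TPM), and which cells they came from was not tested. The 6 tested genes of the smooth muscle and pericyte list were higher by 0.2 on average (camera adjusted p = 0.0341, and 0.018 to 0.647 over the alternatives run), 5 of 6 in that direction. The exact permutation p was 0.1, the smallest possible, and 1 of the 10 splits, the genotype split, gave a camera p as small. Without WT replicate 1, WT replicate 3 or *Ltf*-KO replicate 2 its camera adjusted p was 0.0744, 0.16 or 0.0908. With no filter, the replicate block or a mean of at least 10 TPM it was 0.0583, 0.0648 or 0.21. Neither fry (adjusted p = 0.392) nor camera with an estimated correlation (adjusted p = 0.647) called the list. Its most abundant gene was *Acta2* (458.3 TPM in WT and 526.2 TPM in *Ltf*-KO), and its gene *Pdgfrb* is also in the MAPK pathway. The libraries are too few to decide between other cells in the cultures and an effect of *Ltf* loss. The other lists had camera adjusted p-values of 0.214 (immediate early genes), 0.429 (macrophage), 0.623 (erythroid), 0.677 (endothelial and Schwann) and 0.909 (satellite cell). The adjusted p was under 0.05 for the immediate early genes without WT replicate 3 (0.034) or *Ltf*-KO replicate 3 (0.0011), for the endothelial list (0.0362) and the Schwann list (0.0389) without WT replicate 3, and for the macrophage list with no filter (0.0359). The lowest and highest over the alternatives run were 0.0011 and 0.981 for immediate early genes, 0.0362 and 0.941 for endothelial, 0.0389 and 0.9804 for Schwann and 0.0359 and 0.935 for macrophage genes. Only 1 neutrophil gene was tested, so that list had no test. Within the lists, 0 genes had an adjusted p under 0.05 when adjusted over the list alone.

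The sexes of the mice do not account for differences between the genotypes. *Xist*, expressed from the inactive X chromosome, was at 163 to 185.3 TPM in the 6 libraries, with a log2 fold change of 0.024 between genotypes. *Ddx3y* was listed at 0 in all 6, and *Kdm5d*, *Uty* and *Eif2s3y* were at or below 0.2 TPM. *Nnt*, which some C57BL/6 substrains lack, was at 30.1 to 33.6 TPM in all 6.

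Of the 17 tested genes that the paper names, 0 had an unadjusted p under 0.05, and 0 were called when adjusted over the list alone. The largest absolute log2 fold change among them was 0.098, for *Mapk14*. *Cdk4* was at 359.4 ± 12.9 TPM (SD, n = 3) in WT and 354.6 ± 7.45 TPM in *Ltf*-KO, *Ccnd3* at 292.1 ± 22.8 and 311 ± 41.1 TPM, *Mki67* at 58.6 ± 4 and 59.7 ± 4.02 TPM, *Pax7* at 41.01 ± 1.72 and 39.6 ± 3.38 TPM, and *Myod1* at 778 ± 34.6 and 779.9 ± 30.1 TPM. The cells that the paper counted for proliferation were not analysed here.

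Of the abundant genes, 1 differed by over 1.5-fold. mt-Atp6 was at 607.7, 562.2 and 284.2 TPM in WT and 223.4, 250 and 173.4 TPM in *Ltf*-KO (log2 fold change -1.1, standard error 0.3, limma adjusted p = 0.999). Its neighbour mt-Atp8, which overlaps it on the mitochondrial genome (7766 to 7969 against 7927 to 8607 in GRCm38), was at 30467 ± 1264 and 30334 ± 1419 TPM (SD, n = 3). Reads of the shared region can be given to either gene, so mt-Atp6 is an uncertain value. No biological explanation was tested.

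Listed at 0 in all 3 *Ltf*-KO libraries and at 1 TPM or more in all 3 WT libraries were 6 genes (Gm16161, Gm14536, Gm15027, *Snurf*, Gm44170 and a 7SK RNA), and 4 of the 10 splits gave at least as many such genes in one group. Gm14536 and Gm15027 had the same value in each library (8.15, 35.6 and 6.95 TPM in WT), and *Snurf* lies within *Snrpn* on chromosome 7 (59995449 to 60005049 in GRCm38), so these values are uncertain. No biological explanation was tested for these genes.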
